# Winter Temperature Affects Fatty Acid Composition and Gene Expression, but Not Fat Content and Survival in a Northern Population of a Range‐Expanding Spider

**DOI:** 10.1002/ece3.72507

**Published:** 2025-11-27

**Authors:** Carolina Ortiz‐Movliav, Marina Wolz, Michael Klockmann, Andreas Walter Kuss, Lars Riff Jensen, Corinna Jensen, Alexander Wacker, Gabriele B. Uhl

**Keywords:** climate change, cold‐adaptation, fatty acids, gene expression, overwintering, range‐expansion

## Abstract

Species expand their geographic distribution when environmental conditions are favorable or when mutations arise that allow them to live in previously unfavorable conditions. The European wasp spider, *Argiope bruennichi* , has expanded its range poleward, and populations at the northern edge show higher tolerance to cold and are genetically differentiated from the core populations. We aimed to investigate the degree and limits of plasticity in a recently cold‐adapted Estonian population by exposing overwintering juveniles (spiderlings) to three fixed winter regimes over the course of three months. These regimes differed in absolute and relative day and night temperature: cold (5°C day, −15°C night), moderate (5°C day, −5°C night), and warm (15°C day, −5°C night). We expected a differential response to the winter regimes in survival, lipid content, metabolites, and gene expression patterns. The survival probability of the spiderlings decreased over winter by approximately 20% and their lipid content by 28%, with no significant differences between groups. Spiderlings also did not differ in content of saturated and monounsaturated fatty acids per dry weight. However, in spiderlings exposed to the warm winter regime, short‐chain omega‐3 PUFAs were less abundant (~57%) and long‐chain omega‐3 PUFAs more abundant (~66%) compared to the other regimes. The gene expression response was low under the cold regime and much higher under the warm regime, as compared to the moderate regime. The affected pathways suggest a more pronounced stress response under warmer winter temperatures. Taken together, our findings demonstrate that *A. bruennichi* spiderlings from a northern population can endure very different winter regimes. However, the observed physiological responses to the warmer regime suggest metabolic costs that may reduce spiderling survival probability after emergence from the egg sac. We conclude that, despite remarkable tolerance to different winter regimes, warmer winters have nuanced effects on spiderling physiology beyond survival probability.

## 1 Introduction

With global climate change, temperatures have risen especially in the high‐latitude regions, and will continue to do so under all climate change projections (Ono et al. 2022). Winter temperatures in these regions are also rising faster than in any other season (Hahn et al. 2023), leading to reduced snow cover, potentially exposing overwintering arthropods to more extreme temperature fluctuations, since snow normally insulates and buffers against rapid temperature changes (Bale and Hayward 2010). The increasing frequency of extreme temperature events (Renault et al. 2022) also poses a significant threat to cold‐adapted species (Shirey et al. 2024). Understanding how these temperature extremes affect the physiology of overwintering organisms will help assess and predict their resilience in a changing climate.

Spiders, like other ectotherms, are directly affected by ambient temperature fluctuations (Harvey and Dong 2023), which influence their thermal performance and vulnerability to climate change (Burraco et al. 2020; Renault et al. 2022). However, as spiders have lower metabolic rates than expected from their body mass (Anderson 1970; Schmitz 2016), responses to temperature in spiders may differ from those of insects. Although extensive research exists on insect thermal physiology (e.g., Bale and Hayward 2010; Paaijmans et al. 2013; Harvey et al. 2020; Roberts et al. 2023), temperature effects in spiders remain understudied. Therefore, research on the susceptibility to temperature regimes is crucial to understanding spider thermal physiology under climate change and to facilitate informed comparisons with insects. We aim to contribute to filling this knowledge gap by studying the responses of spiders to different temperature regimes during winter. Understanding spider winter physiology is essential for gaining insights into how spiders cope with the degree of resilience to seasonal conditions (Schaefer 1977).

The European Wasp Spider, *Argiope bruennichi* (Scopoli, 1772) (Araneae: Araneidae) provides a valuable model for exploring how temperature affects performance and physiology. This species has undergone a remarkably rapid poleward range expansion from the Mediterranean to Scandinavia and into the Baltic region since the 1950s (Kumschick et al. 2011; Krehenwinkel et al. 2016; Wawer et al. 2017), a phenomenon commonly attributed to climate change (Hickling et al. 2006). However, the species' range expansion surpasses the rate of warming, reaching latitudes where global warming alone cannot fully explain its occurrence (Geiser 1997; Kumschick et al. 2011). The recently colonized northern habitats have much stronger seasonality, with shorter summers and colder winters than the Mediterranean core area. Interestingly, despite recent colonization, *A. bruennichi* from northern regions is already genetically differentiated from those of the core region (Krehenwinkel and Tautz 2013, Sheffer et al. in press), which might explain why adults are on average smaller, reproduce earlier, and early‐stage juveniles are less prone to disperse via ballooning (Wolz et al. 2020; Sheffer et al. in press). Further, spiderlings from the northern distribution prefer colder temperatures when given a choice (Krehenwinkel and Tautz 2013) and can cope with significantly lower temperatures during winter, determined by lower lethal temperatures and lower supercooling points (Sheffer et al. in press). Therefore, despite originating in the Mediterranean region, northern populations show signatures of cold adaptation and thus might be vulnerable to changing winter temperatures due to climate change. *A. bruennichi* overwinter as 1st instar juveniles (spiderlings) in an intricately woven egg sac placed in the vegetation (Figure 1A). They hatch from the egg already in autumn, molt once before winter and remain in the egg sac until spring. When the spiderlings emerge from the egg sac, they build orb webs for foraging and continue development by molting several times (Schaefer 1977). Although adult spiders can respond behaviorally to ambient temperatures, overwintering juveniles in the egg sac are exposed to the given winter conditions without the possibility of seeking more favorable microclimates.

**FIGURE 1:**
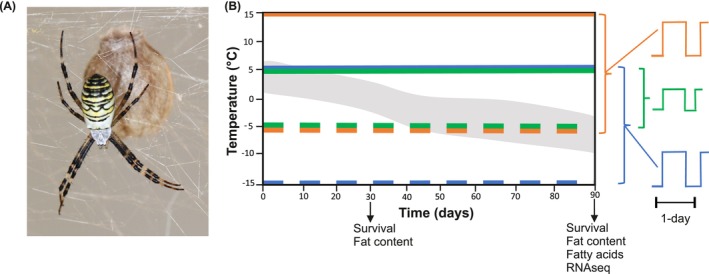
(A) *Argiope bruennichi* female with a silk‐woven egg sac (photo by G. Uhl) (B) Experimental design: Three temperature regimes were used that differed in mean temperatures and day‐night fluctuation. Solid horizontal lines represent day temperatures and short‐dashed horizontal lines represent night temperatures. Blue = cold regime (5°C day/−15°C; *n* = 49), green = moderate regime (5°C day/−5°C night, *n* = 52), orange = warm regime (15°C day/−5°C night; *n* = 52). The diurnal temperature amplitude of cold and warm regimes was higher compared to the moderate regime (illustration on the right of the graph). The shaded gray band represents a simulation of the average day and night temperatures in the shade over 3 months in Pärnu, Estonia [“natural” temperature data derived from climate robot (https://www.weatheronline.co.uk/) averaged over ten years (2004–2014)]. After one month of exposure, we measured survival and fat content and after three months we additionally explored the fatty acid profiles and differential gene expression (vertical arrows).

The overwintering period often entails a dormant phase during which a species' vulnerability and physiological plasticity in response to temperature and daily fluctuation can be most accurately assessed, as has been done for insects (e.g., Williams, Hellmann, and Sinclair 2012). In temperate climates, daily temperature fluctuations during winter can severely compromise the metabolic and physiological activity of insects (Xu et al. 2017). High day temperatures (> 15°C) increase metabolic demands (Bale and Hayward 2010), while lower temperatures during the night (< 4°C) can trigger the use of lipids as well as carbohydrates and proteins to fuel the mechanisms that protect against cold (Sinclair 2015). The physiological processes active in insects during winter primarily focus on survival and preserving resources for growth in spring. This holds true especially for species with a fixed energy budget, i.e., that do not take in food during winter. Storage lipids (triacylglycerol fatty acids) thus serve as the primary energy source (Hahn and Denlinger 2011; Sinclair and Marshall 2018). Cold‐adapted overwintering insect species exhibit modifications in lipid composition, including a higher ratio of unsaturated to saturated fatty acids (Storey and Storey 2013), a pattern evident in the fatty acids incorporated into phospholipids of the cell membrane and in fatty acids used to store energy in the form of triacylglycerol and sterol esters (De Carvalho and Caramujo 2018). By increasing the proportion of mono‐ and polyunsaturated fatty acids, membrane fluidity can be maintained in colder environments (van Dooremalen and Ellers 2010; Sinclair and Marshall 2018). Regarding spiders, lipid loss in species that are active as juveniles during the winter has been investigated in a few studies (Ingle et al. 2018; Potts et al. 2020). Spiderlings that overwinter inside their egg sac with only the resources provided to the egg by the mother offer an opportunity to assess the physiological dynamics and adaptations at play, as well as the specific effects of varying winter regimes.

Our study aims to investigate the degree and limits of phenotypic plasticity of a recently cold‐adapted population of *A. bruennichi* at the northern edge of the distribution. We seek to explore whether the overwintering stage is resilient or susceptible to winter regimes that differ in absolute day and night temperature and in the degree of fluctuation in daily temperature. Specifically, we ask how winter temperature regimes affect survival and physiological responses in cold‐adapted *Argiope bruennichi* spiderlings, and whether a warmer winter regime imposes hidden metabolic costs with potential fitness consequences in light of ongoing climate change.

We subjected egg sacs containing spiderlings to one of three fixed winter regimes and measured how spiderling survival and physiology were affected in the course of winter. At two time points (after either 1 or 3 months of exposure) we opened the egg sacs and determined the survival proportion of the spiderlings and their total lipid content to gain insight into the dynamics of how spiderlings use energy stores under different winter regimes. Further, after 3 month exposure, we compared the spiderlings' fatty acid composition and their patterns of gene expression. Spiders may modulate the expression of genes in specific metabolic pathways under challenging winter conditions. By using comparative transcriptomics of gene‐regulated metabolites, we aimed to reveal metabolic differences between treatment groups that would otherwise require direct measurement (Hoedjes et al. 2024). We hypothesized that the winter regime would significantly affect the survival and physiology of spiderlings. Specifically, we predicted that high diurnal temperature fluctuations would be more challenging than moderate fluctuations, thus reducing survival probability. We hypothesized further that survivors would exhibit differential gene expression patterns depending on the experienced winter environment and predicted that the warmest treatment would result in the lowest survival probability and pronounced signatures of temperature stress in this cold‐adapted population.

## 2 Materials and Methods

### 2.1 Sampling and Winter Regimes

Adult mated female spiders of *Argiope bruennichi* (NCBI: txid94029) were collected in August 2017 from the edge of the distribution in Pärnu, Estonia (N: 58.294, E: 24.602) by GU. Three days after collection, the spiders were transferred to a climate‐controlled chamber at the University of Greifswald, Germany, and kept at 20°C, 70% relative humidity and a 14:10 h light: dark cycle. The females were housed in individual plastic containers (1000 mL) (*n* = 170), sprayed with water daily and fed regularly with blow flies (*Calliphora* sp.). When ovipositing, *A. bruennichi* females lay eggs in a silk‐woven egg sac (Figure 1A). After two oviposition events, the females were anesthetized with CO_2_ and preserved in ethanol. The egg sacs were moved to individual 5 × 5 × 3.5 cm plastic containers with mesh on opposite sides. Inside the egg sacs, the postembryos hatch from the eggs within two weeks after oviposition and molt once to first instar spiders (spiderlings) that remain in the egg sac over winter (Leborgne and Pasquet 2005). The spiderlings emerge from the egg sac in the spring of the following year and build individual webs.

On November 17th, 2017, a total of 153 egg sacs containing spiderlings were randomly assigned to three climate cabinets with fixed winter regimes. The egg sacs were sprayed with water each evening to mimic natural increases in nighttime humidity. The winter regimes differed in absolute day and night temperatures and the degree of diurnal temperature fluctuations: “cold” winter (5°C day/−15 C night; *n* = 49), “moderate” winter (5°C day/−5°C night; *n* = 52), and “warm” winter (15 C day/−5 C night; *n* = 52; Figure 1). The cold winter regime was maintained in a Percival LT‐36VL climate cabinet (CLF PlantClimatics GmbH, Wertingen, Germany), while the moderate and warm winter regimes were housed in Panasonic MLR‐352H climate cabinets (Ewald Innovationstechnik GmbH, Bad Nenndorf, Germany). Egg sacs were exposed to these three winter regimes for a duration of three months (Figure 1B). The cold regime featured low daytime temperatures just above freezing (5°C) and extreme nighttime cold (−15°C)—such diurnal fluctuations of 20 degrees do occasionally occur in Estonia. The moderate regime (5°C day/−5°C night) provided overall milder conditions, as e.g., occurs when there is snow cover. The warm regime represents a regime that does not occur in Estonia with warmer daytime temperatures (15°C) and colder nights (−5°C), more typical for the species southern populations, where occasional cold spells do occur. By subjecting the spiderlings to one of these regimes, we aimed to explore the resilience limit of this species and its physiological responses.

To assess how temperature affects the survival of the spiderlings during winter, we opened egg sacs at two time points, after one month (December 21, 2017, cold *n* = 21, moderate *n* = 24 and warm *n* = 34), and after three months of exposure to the winter regimes (February 19–23, 2018, cold *n* = 28, moderate *n* = 28 and warm *n* = 28). For each egg sac, we counted the number of live spiderlings, dead spiderlings, as well as unhatched/unfertilized eggs. We determined the survival proportion of the offspring as the number of live spiderlings divided by the total number of hatched spiderlings (live plus dead). The live spiderlings were flash frozen at −80°C and stored until further processing. Their fat content was evaluated for both exposure times (after 1 and 3 months), while fatty acids and differential gene expression were investigated after three months of exposure (Figure 1B).

### 2.2 Fat Content

From a subset of the total egg sacs (*n* = 125 out of 153), 30 spiderlings per egg sac were used for the analysis of the fat content (after a month: *n* = 17 cold, *n* = 18 moderate, *n* = 17 warm; after three months: *n* = 26 cold, *n* = 21 moderate, *n* = 26 warm). The fat content was obtained following the protocol described in Geiger et al. (2018). The samples were dried for 48 h at 60°C and then weighed (initial dry weight) using a high precision balance (Sartorius ME5, Sartorius AG, Göttingen, Germany). Subsequently, fat was extracted using 1 mL of acetone. After 48 h, the acetone was changed and left for another two days before removal. The samples were then dried again at 60°C for 48 h and subsequently weighed. The fat content was calculated as the weight difference between the two measurements. The relative fat content was calculated by dividing the fat content by the initial dry weight.

### 2.3 Fatty Acid Analysis

The extraction of fatty acids was performed on spiderlings from egg sacs that had experienced one of the three temperature regimes for three months. Eight egg sacs were randomly chosen from each regime, and a sample containing 15 spiderlings was collected from each egg sac. For fatty acid extraction, each sample was transferred to a glass vial containing 4 mL of dichloromethane‐methanol (2:1 v/v) and 50 μL nonadecanoic acid methyl ester (C19:0, 200 ng/μL) as an internal standard (Wacker et al. 2016). After storage for 48 h at −20°C, samples were placed in an ultrasonic bath for 7 s and the solvent was transferred to a new vial. A fresh dichloromethane‐methanol (2:1 v/v) solution was added to the sample and the closed vial was placed in the ultrasonic bath for 20 s. The solvent was collected and added to the solvent from the first extraction. The solvent was removed under a gentle stream of nitrogen gas by placing the vials in a thermostatically controlled concentrator evaporator at 40°C (Cole‐Parmer Stuart SBH130D/3) to prevent the reaction of lipids with atmospheric oxygen. The dried samples were resuspended in 4 mL 3 M/L of methanolic HCl (Sigma‐Aldrich Chemie, Darmstadt, Germany) and incubated for 20 min at 60°C in a closed vial to trans esterify fatty acids into fatty acid methyl esters (FAME). After cooling at 4°C for 20 min, the FAMEs were extracted three times. Each time, 1 mL of isohexane was added to the vials containing the samples in methanolic HCl and vortexed for 5 s before allowing the two phases to settle. This vortexing step was repeated three times. The isohexane phases of the three extractions were collected in a new vial. Subsequently, this fraction was evaporated to dryness under nitrogen at 40°C, resuspended in 100 μL of isohexane, transferred to GC vials with micro inserts, and stored at −20°C until injection. The FAMEs were analyzed by gas chromatography (6890 N, Agilent Technologies, Böblingen, Germany) according to Wacker and Weithoff (2009). Helium was used as carrier gas (1.5 mL/min) and FAMEs were separated on a DB‐225 column (Agilent, 30 m × 250 μm × 0.25 μm), applying an initial oven temperature of 60°C for 1 min, increasing at a rate of 20°C/min until 150°C, 10°C/min until 220°C and then held for 14 min. FAMEs were detected using a flame ionization detector (FID) at 250°C and quantified using multipoint standard calibration curves with HP chemstation (Agilent Technologies). To examine the identity of fatty acid methyl esters, mass spectra were recorded with a gas chromatograph (7890A, Agilent Technologies) connected to a mass spectrometer (Pegasus 4D GC‐TOFMS, LECO Instruments, Mönchengladbach, Germany). Data handling was carried out using associated chemstation software (6890 N, Agilent Technologies) and as described in Wacker et al. (2016). Fatty acids were identified on the basis of their retention time and compared to a Supelco standard (Supelco 37 Component FAME Mix) and quantified on the basis of multipoint calibration curves. To obtain an estimate of the fatty acid content, we divided the amounts of the respective fatty acids in the extracted samples by the dry weight of the spiderlings used in each sample. The individual dry weight of spiderlings was determined from a subsample of 15 spiderlings from the same egg sac used for the fatty acid analyses, specified beforehand in the fat content section as the initial dry weight.

### 2.4 Statistical Analyses

Statistical analyses were performed with R version 4.3.1 (R Core Team 2023). To assess differences in survival and fat content of spiderlings depending on the winter regime and length of exposure, our explanatory variables were ‘winter regime’ (cold, moderate, or warm) and the two time points of inspection, ‘exposure time’. Other explanatory variables were the clutch size (alive + dead spiderlings + eggs in an egg sac) for survival and the dry weight for fat content. We added the females' ID as a random effect to account for the use of second egg sacs (48%) from one female, specified as (1 Mother ID). We analyzed survival proportion (logit transformed) and fat content using generalized linear mixed models, with the package glmmTMB (Brooks et al. 2017). For the survival proportion, we fitted a model with ordered beta regression (Kubinec 2023) that fits continuous proportion data in the closed interval [0,1]. For the fat content, we used a model that assumed a Tweedie family function, suitable for continuous response variables with zero inflation and over‐dispersion. Model assumptions were checked using the package DHARMa (Hartig and Lohse 2022), and we used a type III ANOVA from the package ‘car’ and a post hoc test with Tukey's correction to test for the significance of the effects of the regimes on response variables with the package emmeans (Lenth et al. 2024). To analyze differences between the means of the different fatty acid groups, an analysis of variance (ANOVA) was applied, followed by a post hoc Tukey HSD test when the assumptions of normality (Shapiro–Wilk test) and equal variances (Levene's test) were met for the majority of fatty acids. When normality assumptions were not met (e.g., for ALA and SDA), a logarithmic data transformation was applied.

### 2.5 RNA Isolation and Sequencing

For each winter regime, we used four replicates each consisting of 15 spiderlings (total *n* = 12). The spiderling pool in each sample was mechanically homogenized using non‐sticky pellet pestles in the presence of 500 μL RNA‐Solv Reagent (Omega Bio‐tek, Norcross, GA, USA), following the manufacturer's recommendations. The isolated RNA was dissolved in 20 μL of nuclease‐free water and quantified using a Qubit 2.0 (Life Technologies). RNA integrity was visualized with a Bioanalyzer 2100 system (Agilent, Santa Clara, CA, USA). Two micrograms of total RNA from each sample was subjected to ribosomal depletion (rRNA) using a custom‐designed *Argiope bruennichi* riboPOOL depletion kit dp‐K096‐000074 (siTOOLs Biotech, Germany) according to the manufacturer's instructions. Ribosomal depleted RNA was purified using the ethanol precipitation option and quantified using the Bioanalyzer 2100 system. We took 100 ng of ribosomal depleted RNA for library construction using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA). Sequencing was done on a NextSeq 500/550 system using a High Output Kit v2.5 flow cell (150 cycles) and 2 × 75 bp paired‐end sequencing.

### 2.6 Differential Gene Expression Analysis

We used fastqc 0.11.9 (http://www.bioinformatics.babraham. ac.uk/projects/fastqc) to check the quality of the raw data. All samples had high‐quality reads and negligible adapter sequence content. The adapter sequences do not interfere, so we proceed with gene mapping. We mapped the reads to the genome of the species (accession No. GCA_947563725.1) (Sheffer et al. 2021) using the program STAR 2.7.11a (Dobin et al. 2013) in two‐pass mode with default parameters. We used the resultant BAM files to generate a count table in Subread 2.0.6, using the featureCounts function (Liao et al. 2014). The count data were normalized with the R package DESq2 1.38.3 (Love et al. 2014) and analyzed via principal components using the plotPCA function. We used the DESq2 function for differential expression analysis, and performed three tests: (1) cold versus moderate, (2) warm versus moderate, and (3) warm versus cold. We compared cold and warm with moderate as a control, and then contrasted gene expression of the warm regime to the cold regime, to find underlying mechanisms of heat and cold tolerance in this recently cold‐adapted population. Transcripts were differentially expressed if the Benjamini and Hochberg adjusted false discovery rate (FDR) *p*‐value was less than 0.05. The overlaps of differentially expressed genes and unique gene sets across the comparisons were calculated and visualized using a VennDiagram package (Chen 2022). To determine whether the overlaps between regime pairs (cold vs. moderate, warm vs. moderate, and warm vs. cold) were greater than would be expected by chance alone, Fisher's exact tests were performed. To test for a difference in count abundance between the genes of interest we used Kruskal‐Wallis tests followed by Dunn post hoc tests.

### 2.7 Functional Enrichment

For each set of differentially expressed genes, a gene ontology (GO) enrichment analysis was performed with the topGO package version 2.60.1 (Alexa and Rahnenfuhrer 2025) to infer the biological function of all differentially expressed genes at an FDR of 0.05. The GO terms were identified in the ontology categories Biological Processes (BP), Molecular Function (MF), and Cellular Component (CC), and the visualization was created with GOplot version 1.0.2 (Walter et al. 2015). Some DEGs of interest were selected based on log_2_ fold‐change strength, high count, identification of probable function (i.e., not identified as uncharacterized loci), and biological relevance related to the GO terms in Table 1. Furthermore, a Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis (corrected *p* ≤ 0.05) was tested with clusterProfiler version 4.10.0 (Wu et al. 2021) using the *Argiope bruennichi* genome sequence and assembly (Assembly: GCF_947563725.1 chromosome) (Crowley et al. 2023).

## 3 Results

### 3.1 Survival and Fat Content

The proportion of live spiderlings in the egg sacs significantly declined from one month of exposure to the winter regimes (89%) to three months of exposure (78%) (GLMM, χ^2^_1_ = 42.17, *p* < 0.001, Figure 2A). However, there were no significant differences in survival proportion between winter regimes (GLMM, *χ* ^2^_2_ = 3.06, *p* = 0.22, Figure 2A). The clutch size had a significant effect on survival (GLMM, *χ* ^2^_2_ = 5.66, *p* = 0.017), with larger clutches having higher survival proportions; however, this was irrespective of the winter regime. Following the same pattern, the fat content of the spiderlings was overall significantly lower after 3 months (8.3%) compared to 1 month (10.6%) (GLMM, *χ* ^2^_1_ = 47.19, *p* < 0.001, Figure 2B). The spiderlings from different winter regimes did not significantly differ in fat content (GLMM, *χ* ^2^_2_ = 4.45, *p* = 0.11, Figure 2B). The dry weight was significantly related to fat content (GLMM, *χ* ^2^_2_ = 10.66, *p* = 0.001), meaning that for every unit decrease in dry weight, fat proportion decreased by ~13% (Table S2). Therefore, the decrease in weight corresponds to reduced fat reserves.

**FIGURE 2:**
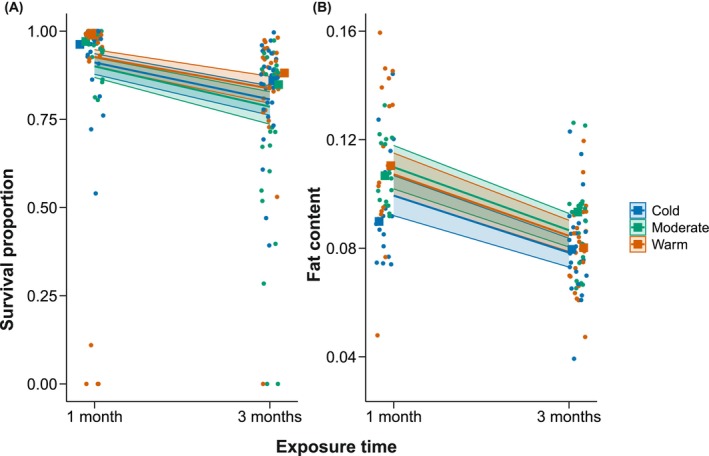
Temperature‐related effects on overwintering *Argiope bruennichi* spiderlings. (A) Proportion of live spiderlings (survival) in egg sacs after one month and three months of exposure to the cold, moderate, and warm winter regimes (B) Fat content of spiderlings after one month and three months of exposure to the winter regimes. Lines represent model predictions flanked by their 95% confidence intervals, points represent data, and squares represent the median of the data.

### 3.2 Fatty Acids

After 3 months of exposure, the spiderlings of the overwintering regimes did not significantly differ in the overall amounts of saturated fatty acids (SFA) and monounsaturated fatty acids (MUFA) (ANOVA, *p* > 0.05; Table S1; Figure 3A,B). Likewise, the ratio between unsaturated and saturated fatty acids did not differ between regimes (ANOVA, F_2,21_ = 0.21, *p* = 0.81; Table S1). However, the spiderlings of the warm winter regime contained 57% less omega‐3 PUFA compared to those of the cold winter regime (Figure S1A, Table S1). This difference was mainly caused by a 5.4‐fold lower content of α‐linolenic acid (ALA, C18:3n‐3; Figure 3E) in the warm compared to the cold winter regime (ANOVA F_2,21_ = 7.40, *p* = 0.004; Table S1), and by stearidonic acid (SDA, C18:4n‐3; Figure 3F; Table S1). While the content of eicosapentaenoic acid (EPA, 20:5n‐3; Figure 3G) was largely constant within the range of 3.4–3.9 ng μg^−1^ in all winter regimes (ANOVA F_2,21_ = 0.01, *p* = 0.99; Table S1), docosapentaenoic acid (DPA, C22:5n‐3, Figure 3H), and docosahexaenoic acid (DHA, C22:6n‐3, Figure S1B), occurred in a higher content in the warm compared to the cold regime (ANOVA F_2,21_ = 4.25, *p* = 0.04; Table S1). The content of omega‐6 PUFAs like linoleic acid (LA, C18:2n‐6; Figure 3C), and arachidonic acid (ARA, 20:4n‐6; Figure 3D) did not differ between regimes (ANOVA F_2,21_ = 2.32, *p* = 0.12; Table S1). The spiderlings in the moderate treatment showed intermediate amounts of the fatty acids that were significantly different between the cold and warm treatments.

**FIGURE 3:**
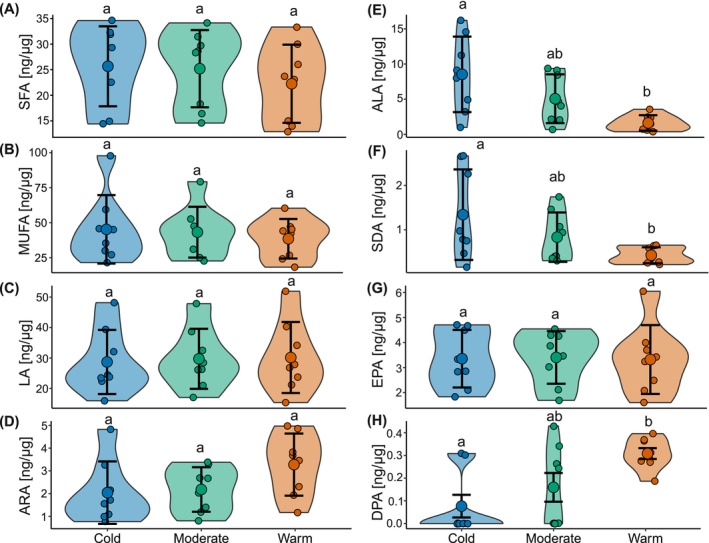
Contents of fatty acid groups and single FA in spiderlings exposed to different winter regimes (cold, moderate, warm) expressed in ng fatty acid per μg body dry weight. (A) Saturated fatty acids (SFA), (B) Monounsaturated fatty acids (MUFA), (C, D) omega‐6 polyunsaturated fatty acids linoleic acid (LA) and arachidonic acid (ARA), respectively, (E–H) omega‐3 PUFAs α‐linolenic acid (ALA), stearidonic acid (SDA), eicosapentaenoic acid (EPA), and docosapentaenoic acid (DPA), respectively. Large circles with error bars represent means ± SD Small circles represent the data points, and the violins represent the distribution of the data. Different lowercase letters indicate significant differences between winter temperature regimes (Tukey HSD post hoc test after ANOVA).

### 3.3 Differential Gene Expression Depending on Winter Temperature

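RNA from 12 pools of 15 spiderlings was sequenced after 3 months of exposure, with 4 pools from each winter regime. In the cold regime the temperature was 5°C by day and -15°C by night, in the moderate regime 5°C and -5°C, and in the warm regime 15°C and -5°C. The authors depleted ribosomal RNA, built directional libraries, mapped the reads to the genome of the species with STAR in 2-pass mode and counted them per gene with featureCounts. The deposited values are these counts, without normalization. The counts per sample summed to between 13407805 and 16081111 in the cold regime (median 13549275), to between 10800714 and 14110124 in the moderate regime (median 12829405) and to between 14062208 and 14705182 in the warm regime (median 14293856.5). Pools of one regime differed by more than the sampling noise of the counts, with chi-square values per degree of freedom between 12.8 and 75.2 for pairs of replicates. None of the pools was therefore counted as a technical repeat of another. Which egg sacs and mothers the pools came from is not stated in the paper's text, so whether pools were related is unknown. The counts were normalized by edgeR's TMM method, and the 14057 genes kept by its filterByExpr function were tested in one model of all 12 samples with its quasi-likelihood test. Each of the 3 comparisons was a contrast of this model, and a gene was called a DEG at a Benjamini-Hochberg adjusted p-value under 0.05. The standard error of a log2 fold-change was approximated from the test's F statistic. Normalized counts are counts scaled to the mean library size, and gene positions are those of the assembly qqArgBrue1.1. How the counting treated strand and reads that map to several genes is not stated in the paper's text, so the counts of near-identical gene copies and of overlapping genes are uncertain. Each regime was kept in one climate cabinet, so that the effects of regime and cabinet cannot be told apart. The paper analysed its counts with DESeq2, which was run here as an alternative.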

We screened for genome‐wide differential gene expression based on RNA‐Seq data. 

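The count table lists 37459 genes, of which 2 have no value in any sample. Of the others, 21839 genes had at least 1 count in all samples together. After the filter on low counts 14057 genes remained, among them 13384 protein-coding genes, 597 long non-coding RNA genes and 27 small nuclear RNA genes. A filter at a mean of at least 1 CPM left 13375 genes, and a filter at 10 counts or more in every sample left 12524 genes. Gene lengths over exons were not used here, so TPM values were not computed.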

From a total of 37,459 genes, we identified 14,893 differentially expressed genes (DEGs) between the three winter regimes after filtering for low TPM (Transcripts Per Kilobase Million) values and collapsing duplicates. Gene expression patterns were distinctly separated in a principal component space (PC1), with the four samples of cold and warm clustering together, respectively (Figure 4A). 

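On the variance stabilized counts of the 500 most variable genes, PC1 took up 46.8% of the variance and PC2 11.6%. The PC1 scores were 12.3 ± 0.72 (SD, n = 4) in the warm regime and -4.29 ± 1.03 (SD, n = 4) in the cold regime. All warm samples scored higher than all cold samples on PC1 (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 against 4 samples allow; adjusted p = 0.0571 over 6 tests of the components). In the moderate regime the PC1 scores were -7.97 ± 13.0 (SD, n = 4) and did not differ from those of the cold regime by more than the spread of the samples (exact permutation test, two-sided, p = 0.629). All warm samples scored higher than all moderate samples (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.0571). The gap was small, with the highest moderate score at 10.7 and the lowest warm score at 11.7. The PC2 scores separated cold, at 5.75 ± 4.99 (SD, n = 4), from warm, at -3.01 ± 0.62 (SD, n = 4).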

More variability is shown in the moderate samples (in both PC1 and PC2), which is also evident in the heat maps, where most of the moderate samples cluster closer to the cold regime and one to the warm regime (Figure S2A,B). 

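The distance of each sample to the mean of its own regime, over the variance stabilized counts of all genes tested, was 34.9 ± 10.8 (SD, n = 4) in the moderate regime. In the cold regime it was 21.8 ± 2.48 (SD, n = 4) and in the warm regime 22.4 ± 1.51 (SD, n = 4). The distances in the moderate regime were 1.58 times those of the other regimes together (exact permutation test over 495 splits, two-sided, p = 0.00808). The distances within a regime share its mean, so they are not independent and the p-value is approximate. The paper had described the greater spread from the same counts, so the test is not a separate one. Moderate replicates 2 and 4 lay farthest from their regime mean, at 44.6 and 43.4. On PC1 the scores of moderate replicates 1, 2 and 3 were -10.3, -19.0 and -13.4, and the score of moderate replicate 4 was 10.7. The mean distance of moderate replicate 4 was 37.0 to the warm samples, 48.5 to the cold samples and 64.3 to the other moderate samples. Moderate replicates 1, 2 and 3 were each nearer to the cold samples (mean distances of 40.7, 66.2 and 44.3) than to the warm samples (55.8, 80.2 and 60.3).

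**Figure D1:**
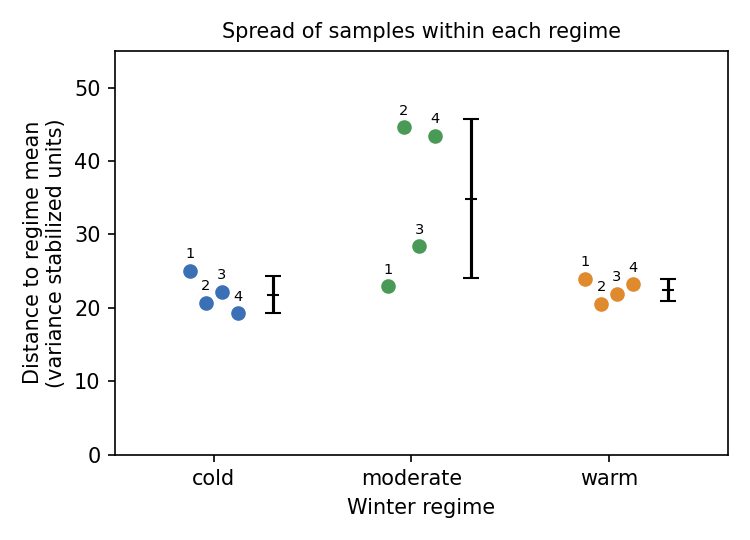
Distance of each sample to the mean of its winter regime, in variance stabilized units over all genes tested. Points are the 4 samples of each regime, numbered by replicate, and the black marks give the mean and the SD; moderate replicates 2 and 4 sit at 44.6 and 43.4, above all cold and warm samples.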

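Over the 3 comparisons together, 1344 calls were made on 1136 genes at an adjusted p-value under 0.05. Limma's voom method with sample weights gave the highest number, 9627 calls on 6280 genes, and DESeq2's Wald test on all samples gave 4136 calls on 3189 genes. The fits that each left out 1 sample gave from 115 calls, without cold replicate 4, to 7306, without moderate replicate 4.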

We identified 4096 differentially expressed genes (DEGs) with adjusted *p*‐values (padj) < 0.05. In the following, we refer to “upregulated” and “downregulated” genes when the amount of their products was high or low in spiderlings from cold or warm regimes relative to the moderate regime. We compared the spiderlings of the warm relative to the cold regime similarly. The cold regime had 69 unique DEGs (Figure 4B) when compared to the moderate regime (189 in total of which 88 were upregulated, and 101 downregulated). 

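In the contrast of cold with moderate, 2 of the 14057 genes tested were DEGs, 1 upregulated and 1 downregulated, and 1685 genes had an unadjusted p under 0.05. The upregulated gene was putative ankyrin repeat protein (LOC129985250), on chromosome 9 from 37374221 to 37387294, with a log2 fold-change of 1.41 (standard error 0.19, adjusted p = 0.0280 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The downregulated gene was quinone oxidoreductases (LOC129981218), on chromosome 8 from 22147538 to 22162307. Both genes were also DEGs in the contrast of warm with cold, so that 0 genes were unique to cold against moderate. DESeq2's Wald test on the same counts gave 189 DEGs, 93 upregulated and 96 downregulated, and left 53 of them unique.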

The warm regime had 2219 DEGs in total, 888 of which were upregulated and 1331 downregulated when compared to the moderate regime, and of these 1389 were unique. 

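In the warm regime 573 genes were DEGs against the moderate regime, of which 192 were upregulated and 381 downregulated, and 367 of the 573 were unique to this contrast. The normalized counts of the warm and moderate samples did not overlap for 10.6% of the genes tested, where 2.86% would by chance. Among DEGs with no such overlap, the largest rises were in LOC129989304 (log2 fold-change 3.22, standard error 0.63) and LOC129967125 (2.97, standard error 0.38), and the largest falls in LOC129958196 (-2.96, standard error 0.69) and LOC129981840 (-2.16, standard error 0.41). Of the 573 DEGs, 571 were also called by DESeq2's Wald test, which gave 2216. With each sample left out in turn, 4419 DEGs were found without moderate replicate 4 and from 0 to 6 in the other fits. The adjusted p-values of the 4 named genes lay between 0.0300 and 0.0457 in edgeR's quasi-likelihood test. In the cold regime LOC129989304 was at 312 normalized counts in replicate 2 and at 61.5 to 70.0 in the other replicates.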

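Spiderlings of the warm and the cold regime differed in 769 DEGs, 380 upregulated and 389 downregulated in warm, and 561 of these were DEGs in no other contrast. The split depended on the scaling, with 435 upregulated and 304 downregulated under upper-quartile normalization. The samples of these regimes did not overlap in normalized counts for 26.5% of the genes tested. Of the DEGs without overlap, LOC129963840 on chromosome 3 rose most, from 52.3 ± 20.5 (SD, n = 4) normalized counts in cold to 353 ± 104 (SD, n = 4) in warm, a log2 fold-change of 2.75 (adjusted p = 0.00919 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The small nuclear RNA gene LOC129957903 on chromosome 11, which overlaps another annotated gene, followed with a log2 fold-change of 2.56. The largest fall after that of alpha-crystallin A chain-like was in LOC129976206 on chromosome 7, from 125 ± 31.7 (SD, n = 4) to 15.0 ± 6.16 (SD, n = 4) normalized counts, a log2 fold-change of -3.05 (adjusted p = 0.00200 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); its lowest warm sample, replicate 2, was at 5.79.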

In comparison to the cold regime, the warm regime had 1691 DEGs in total, 871 of which were upregulated and 820 downregulated, with 832 DEGs being unique. Only 8 DEGs were common to all comparisons (padj < 0.05) (Figure 4B). 

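No gene was a DEG in all 3 contrasts (0 genes). The contrasts of warm with moderate and of warm with cold shared 206 DEGs, where 31.3 would be shared by chance (Fisher's exact test, two-sided, odds ratio 12.9, p = 8.67e-119), and all 206 changed in the same direction in both. These contrasts have the warm samples in common, so their calls are not independent. The 2 DEGs of cold against moderate were both DEGs of warm against cold (Fisher's exact test, two-sided, p = 0.00299), with opposite signs since cold is compared in the other direction. Under DESeq2's Wald test 8 genes were DEGs in all contrasts.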

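The share of genes called was compared between contrasts with Fisher's exact test on the 14057 genes tested. Cold against moderate had a smaller share of DEGs than warm against cold (Fisher's exact test, two-sided, p = 1.03e-231) and than warm against moderate (Fisher's exact test, two-sided, p = 7.27e-171). The order relative to warm against moderate was reversed in the fits without moderate replicate 2 (21 DEGs in cold against moderate and 0 in warm against moderate), without moderate replicate 3 (4 and 1) and without warm replicate 2 (3 and 0). Both contrasts had 0 DEGs in the fits without cold replicate 2, cold replicate 4 or moderate replicate 1 and in edgeR on only the regimes compared. The contrasts with the warm regime differed from each other too, with an odds ratio of 0.734 (Fisher's exact test, two-sided, p = 4.66e-08). Their order was the other way, with more DEGs in warm against moderate, under DESeq2's Wald test on all samples, limma's voom method with sample weights (5096 and 3727), without moderate replicate 4 and at an adjusted p under 0.1, which was chosen after seeing the data. Genes are not independent replicates and the contrasts share samples, so these p-values describe the lists.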

The warm winter regime showed a higher overall transcriptomic response, as demonstrated by significant effects when comparing warm versus cold and warm versus moderate (Fisher's exact test, two‐tailed *p* < 0.001) (Table S3, Figures S2, S3). The highest contrast in the number of upregulated and downregulated genes with a higher threshold of log_2_ fold change (1 ≥ FC ≤ −1) was found in the warm versus cold comparison, with 156 highly significantly downregulated and 266 significantly upregulated genes (Figures S2C, S3C). 

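At a change of at least 2-fold, 253 genes were DEGs between warm and cold, 156 upregulated and 97 downregulated in warm. The corresponding numbers were 202 for warm against moderate, 93 upregulated and 109 downregulated, and 1 for cold against moderate. Under DESeq2's Wald test there were 425 such genes between warm and cold (266 upregulated, 159 downregulated) and 450 between warm and moderate (252 upregulated, 198 downregulated). From the significant effects in the contrasts with the warm regime, the paper concludes that this regime had the higher overall transcriptomic response.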

Some of the contrasting genes in their expression abundance between cold and warm are shown in Figure 4C: *apolipophorins‐like* (LOC129959427), *cytochrome P450* (LOC129961890), and *lysophospholipid acyltransferase* (LOC129987920) with significant differences in gene counts for cold compared to the warm regime, and *quinone oxidoreductases* (LOC129981218), *acetoacetyl‐CoA synthetase* (LOC129964270), *diacylglycerol kinase 1*(LOC129984733) with significant differences in counts for the warm compared to the cold regime (Table 1).

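Of 18 comparisons of normalized counts, 6 genes in each pair of regimes, 12 had an adjusted p of 0.0429, from an unadjusted p of 0.0286, the smallest that an exact permutation test of 4 against 4 samples allows. The paper chose these genes from the same counts as examples of a difference between regimes. The p-values therefore describe the chosen genes and are no separate test. Apolipophorins-like, on chromosome X1 from 41931258 to 41997983, was at 29155 ± 4831 (SD, n = 4) normalized counts in cold, 14365 ± 4200 in moderate and 17071 ± 5637 in warm; warm and cold overlapped (exact permutation test, two-sided, p = 0.0571). Cytochrome P450, on chromosome 2 from 21824727 to 21869453, was at 2696 ± 678 (SD, n = 4) in cold, 2249 ± 291 in moderate and 1493 ± 268 in warm. Lysophospholipid acyltransferase, on chromosome 10 from 6311991 to 6347226, was at 1625 ± 52.2 (SD, n = 4) in cold, 1244 ± 96.4 in moderate and 968 ± 122 in warm, with no overlap between any regimes. Quinone oxidoreductases was at 2442 ± 206 (SD, n = 4) in cold, 4377 ± 423 in moderate and 4212 ± 299 in warm. Acetoacetyl-CoA synthetase, on chromosome 3 from 28537710 to 28572423, was at 341 ± 172 (SD, n = 4) in cold, 182 ± 237 in moderate and 1206 ± 295 in warm. Diacylglycerol kinase 1, on chromosome 9 from 15025069 to 15643679, was at 532 ± 25.8 (SD, n = 4) in cold, 834 ± 236 in moderate and 1168 ± 80.3 in warm. Between cold and warm, 5 of the 6 genes had samples that did not overlap. Among them, acetoacetyl-CoA synthetase had a log2 fold-change of 1.82 in warm against cold (standard error 0.63). It was not past the threshold in edgeR's quasi-likelihood test (adjusted p = 0.0963) or DESeq2's Wald test on all samples (0.0903). It was so under limma's voom method with sample weights (0.000512), without moderate replicate 4 (0.00487) and on only the regimes compared (edgeR 0.00389, DESeq2 0.000118).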

**FIGURE 4:**
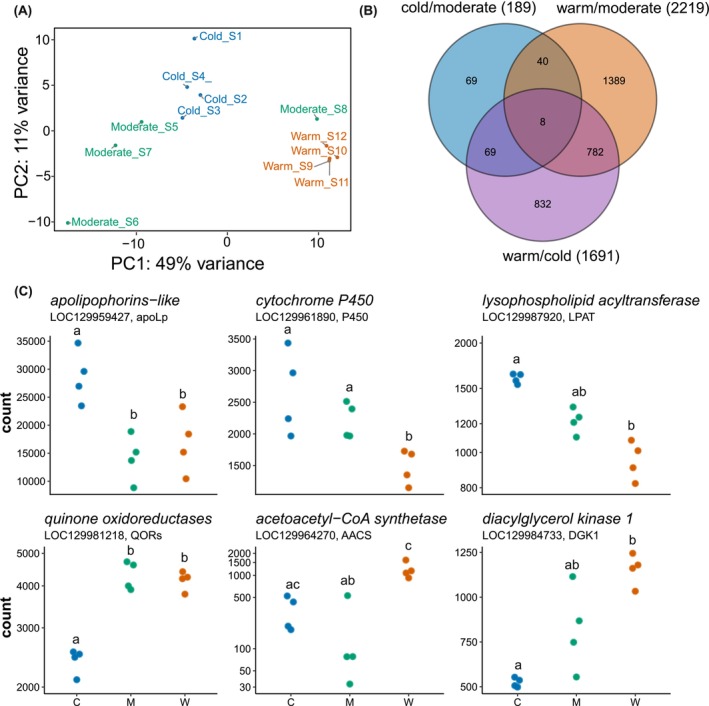
Differential gene expression in *A. bruennichi* spiderlings from three winter regimes cold (C), moderate (M) and warm (W). (A) Principal component analysis on normalized data counts of all differentially expressed genes (DEGs, *n* = 14,893) from 4 RNA‐seq samples per winter regime, each composed of 15 pooled spiderlings: Cold (blue), moderate (green), and warm (orange). (B) Venn diagram showing the number of significant DEGs (FDR < 0.05) when pairs of treatments are compared. (C) Gene counts of the cold regime (blue), moderate (green) and warm (orange) regimes for six example genes highlighting differential abundance between regimes. The top three (*apolipophorins‐like*, *cytochrome P450*, and *lysophospholipid acyltransferase*) show significant differences in gene counts for the cold compared to the warm regime, and the bottom three (*quinone oxidoreductases*, *acetoacetyl‐CoA synthetase*, *diacylglycerol kinase 1*) show significant differences for the warm compared to the cold regime. Different lowercase letters indicate significant differences between regimes (Dunn post hoc test after Kruskal‐Wallis).

### 3.4 Functional Enrichment

Significantly enriched gene ontology (GO) terms in the comparison cold versus moderate included structural components of the cytoskeleton, lipid modification, regulation of biological processes, cell communication, signaling and response to stimulus (Figure S4A, Table S4 for the complete list). On the lipid modification GO term, we found two associated upregulated genes *lysophospholipid acyltransferase* (LOC129987920) and *acyl‐CoA dehydrogenase* (LOC129963497) (Table 1, Figure S4A) that play crucial roles in fatty acid metabolism. 

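Lysophospholipid acyltransferase had a log2 fold-change of 0.39 (standard error 0.11) in cold against moderate, with an adjusted p of 0.235 over all genes tested and of 0.00678 over the 24 genes of Table 1 alone, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Acyl-CoA dehydrogenase (LOC129963497), on chromosome 3 from 133676607 to 133695959, was at 602 ± 45.7 (SD, n = 4) normalized counts in cold and 456 ± 38.2 (SD, n = 4) in moderate, a log2 fold-change of 0.40 (standard error 0.11, adjusted p = 0.238 over all genes tested from the same edgeR test). For both genes all cold samples lay above all moderate samples. The genes of Table 1 are the paper's own calls on these counts, so the adjustment over that list is not a separate test. DESeq2's Wald test gave adjusted p-values of 0.0333 and 0.0476.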

Additionally, *nose‐resistant fluoxetine* (LOC129962681) and *apolipophorins‐like* (LOC129959427), both involved in lipid transport, were also upregulated. In contrast, there was a relatively strongly downregulated gene in the cell periphery GO term, *adult‐specific rigid cuticular protein* (LOC129968137) (log_2_ fold‐change of −2.83 Table 1).

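Nose-resistant fluoxetine, on chromosome 3 from 50033489 to 50072892, was at 584 ± 86.5 (SD, n = 4) normalized counts in cold and 311 ± 49.8 (SD, n = 4) in moderate, where replicate 3 stood apart at 384. Its log2 fold-change was 0.91 (standard error 0.14, adjusted p = 0.0619 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold-change of apolipophorins-like was 1.02 (standard error 0.25, adjusted p = 0.194 from the same edgeR test), and it stayed between 0.85 and 1.19 with each sample left out in turn. Neither gene was past the threshold in this fit, and DESeq2's Wald test gave adjusted p-values of 5.87e-06 and 0.0123.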

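Adult-specific rigid cuticular protein, on chromosome 5 from 13652767 to 13657185, had few counts, at 7.84 ± 2.19 (SD, n = 4) normalized counts in cold and 55.8 ± 57.0 (SD, n = 4) in moderate. The moderate samples ranged from 12.4 to 139. The log2 fold-change of cold against moderate was -2.81 (standard error 0.66, adjusted p = 0.181 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it ranged from -3.14 to -1.80 with each sample left out in turn. The gene was past the threshold in DESeq2's Wald test (adjusted p = 0.00472), under limma's voom method with sample weights (0.0324) and in edgeR's test without moderate replicate 4 (0.0127). In the warm regime it was at 13.1 ± 7.84 (SD, n = 4).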

**TABLE 1:** Selected genes of interest and those identified in the gene ontology (GO) terms from the list of differentially expressed genes (DEGs) for *A. bruennichi* spiderlings. These genes were found in pairwise comparisons between the winter regimes, as specified in the column “comparison.”

Function^a^	Gene name	LOC ID	Symbol	Log_2_fold‐change	Adjusted *p*	Comparison
Cytoskeleton	*Tubulin alpha chain*	LOC129976437	N/A	1.20	7.189E‐03	Cold vs. Moderate
	*Putative ankyrin repeat protein*	LOC129985250	N/A	1.41	7.053E‐09	
Lipid metabolism	*Apolipophorins‐like*	LOC129959427	apoLp	1.02	1.149E‐02	
	*Acyl‐coa dehydrogenase*	LOC129963497	ACAD	0.40	4.497E‐02	
	*Lysophospholipid acyltransferase*	LOC129987920	LPAT	0.39	3.106E‐02	
	*Nose resistant to fluoxetine*	LOC129962681	NRF6	0.90	5.335E‐06	
Mitochondrion	*Mitochondrial Rho gtpase 1*	LOC129971588	Miro1	0.51	5.520E‐02	
Oxidoreductase activity	*Quinone oxidoreductases*	LOC129981218	QORs	−0.84	1.177E‐11	
Chitin‐based extracellular matrix	*Adult‐specific rigid cuticular protein*	LOC129968137	CU24_ARADI	−2.83	5.284E‐03	
Carbohydrate metabolism	*Sucrose‐6‐phosphate hydrolase‐like*	LOC129956957	N/A	1.74	1.244E‐02	Warm vs. Moderate
Lipid metabolism	*Acetoacetyl‐coa synthetase*	LOC129964270	AACS	2.73	7.949E‐03	
	*Fatty acid amide hydrolase 2*	LOC129976441	FAAH2	1.49	3.133E‐05	
	*Diacylglycerol kinase 1*	LOC129984733	DGK1	0.49	4.346E‐02	
	*Phospholipase A2*	LOC129964053	PLA2	−1.41	4.302E‐05	
Heat shock	*Cytochrome P450 3A24‐like*	LOC129957012	P450‐34A24	−1.58	2.170E‐03	
	*Small heat shock protein*	LOC129988413	Hsp20	−1.97	5.919E‐03	
	*Heat shock protein 70 B2*	LOC129958558	Hsp70B2	−2.97	5.179E‐03	
	*Protein lethal(2)essential for life‐like*	LOC129957165	N/A	−2.29	3.819E‐03	
	*Alpha‐crystallin B chain‐like*	LOC129981871	CRYAB	−1.71	6.978E‐04	
	*Alpha‐crystallin A chain‐like*	LOC129984551	CRYAA	−4.20	1.186E‐05	
Purine metabolism	*Adenylosuccinate synthetase*	LOC129983880	AdSS	0.83	2.419E‐03	Warm vs. Cold
Oxidoreductase activity	*Quinone oxidoreductases*	LOC129981218	QORs	0.79	9.527E‐11	
Lipid metabolism	*Low‐density lipoprotein receptor*	LOC129957447	LDLR	1.19	6.205E‐06	
	*Diacylglycerol kinase 1*	LOC129984733	DGK1	1.14	1.916E‐07	
	*Phospholipase A2*	LOC129964053	PLA2	−1.93	2.648E‐10	
	*Lysophospholipid acyltransferase*	LOC129987920	LPAT	−0.74	7.384E‐09	
	*Apolipophorins‐like*	LOC129959427	apoLp	−0.77	2.886E‐02	
Mitochondrion	*Mitochondrial Rho gtpase 1*	LOC129971588	Miro1	−1.02	2.374E‐08	
Signaling	*G‐protein coupled receptor 52‐like*	LOC129963668	GPR52	−1.14	1.102E‐17	
Heat shock	*Cytochrome P450*	LOC129961890	P450	−0.84	9.079E‐04	
	*Small heat shock protein*	LOC129988413	Hsp20	−1.62	2.025E‐02	
	*Alpha‐crystallin A chain‐like*	LOC129984551	CRYAA	−3.41	2.819E‐04	

^a^ The genes were categorized based on their associated functions. Within each category, the genes were ordered by log_2_ fold‐change (a positive value indicates upregulation and a negative value indicates downregulation) and presented with adjusted *p*‐values (padj < 0.05). The gene name and LOC ID were obtained from *Argiope bruennichi* (GCF_947563725.1) genome annotation, and the symbol from UniProt when available.

The warm versus moderate comparison exhibited the highest degree of functional enrichment (Figure S4B, Table S4), in a large number of terms, including those associated with stress responses in general, such as phosphorus metabolic processes, homeostatic processes, phosphorylation, kinase activity and lipoprotein metabolic processes (Table S4, Figure S4B). One gene with a relatively high downregulation (log_2_ fold‐change of −4.20, Table 1) was alpha‐*crystallin A chain‐like* (LOC129984551), which is part of the small heat shock protein family (sHSPs). It prevents protein aggregation under stress conditions together with related proteins such as *alpha‐crystallin B chain‐like* (LOC129981871) (log_2_ fold‐change of −1.71, Table 1), *heat shock protein 70 B2* (LOC129958558), and *protein lethal (2) essential for life‐like* (LOC129957165). 

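Alpha-crystallin A chain-like, on chromosome 9 from 89477817 to 89478851, was at 108 ± 46.6 (SD, n = 4) normalized counts in warm and 2007 ± 1543 (SD, n = 4) in moderate. The log2 fold-change of warm against moderate was -4.22 (standard error 0.71, adjusted p = 0.0365 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Moderate replicate 4, at 131 normalized counts, lay within the range of the warm samples (63.6 to 153), and the other moderate samples were at 1356 to 3335. With each sample left out in turn the log2 fold-change ranged from -4.61, without moderate replicate 4, to -3.86, and it was past the threshold in 1 of 12 such fits.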

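Alpha-crystallin B chain-like (on chromosome 8 from 59598098 to 59599079) fell by 1.71 on the log2 scale in warm against moderate (standard error 0.38). Heat shock protein 70 B2 (on chromosome 2 from 133493861 to 133496324, overlapping another annotated gene) fell by 2.98 (standard error 0.72) and protein lethal(2)essential for life-like (on chromosome 11 from 54517678 to 54518615) had a log2 fold-change of -2.30 (standard error 0.51). The adjusted p-values of these genes were between 0.0457 and 0.0460 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Table 1 and Figure S2 name 10 heat shock genes, and their log2 fold-changes of warm against moderate reached from -3.39 to -1.69 apart from that of alpha-crystallin A chain-like. All but heat shock protein 70 B2-like (LOC129965391), with an adjusted p of 0.0633 in the same edgeR test, were past the threshold. Moderate replicate 4 was the lowest moderate sample for each of the 10 genes, and moderate replicate 2 the highest for 8 of them. Several of these genes have the same name in the annotation, and reads shared between near-identical copies could not be told apart.

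**Figure D2:**
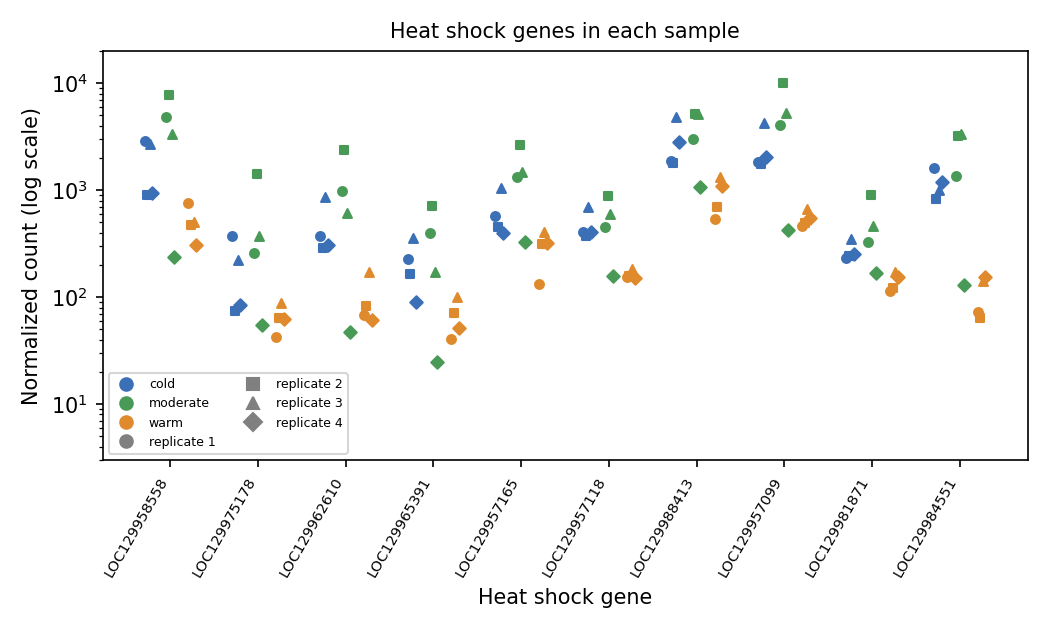
Normalized counts (log scale) of the 10 heat shock genes named in Table 1 and Figure S2. Each point is 1 sample, with the colour giving the regime and the shape the replicate; for each gene moderate replicate 4 lies below the other moderate samples.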

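In warm against moderate, lysophospholipid acyltransferase had a log2 fold-change of -0.36 (standard error 0.11, adjusted p = 0.0603 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the samples of the regimes did not overlap. Diacylglycerol kinase 1 had a log2 fold-change of 0.49 (standard error 0.16, adjusted p = 0.0771 from the same edgeR test), and adenylosuccinate synthetase (LOC129983880), on chromosome 9 from 2297594 to 2313840, of 0.56 (standard error 0.19, adjusted p = 0.0843 from the same edgeR test). Adenylosuccinate synthetase was at 4673 ± 1745 (SD, n = 4) normalized counts in moderate, with samples from 3558 to 7243, and at 6866 ± 459 (SD, n = 4) in warm. None of the 3 genes passed the threshold; under DESeq2's Wald test all of them did, at adjusted p-values of 0.0156, 0.0437 and 0.0467.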

Concerning lipid metabolism, we also found *lysophospholipid acyltransferase* (LOC129987920), which was downregulated in the warm and *diacylglycerol kinase 1* (LOC129984733), and *adenylosuccinate synthetase* (LOC129983880) which were upregulated in the warm compared to the moderate treatment (Table 1, Figure S4B).

In the comparison of warm versus cold, enriched GO terms are calcium channel activity, establishment of localization, transport, and peptidase activity—all processes known to be involved in responses to temperature stress (Table S4). 

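In the contrast of warm with cold, phospholipase A2 (on chromosome 3 from 91841210 to 91863774) was at 313 ± 107 (SD, n = 4) normalized counts in warm and 1201 ± 264 (SD, n = 4) in cold. The log2 fold-change was -1.94 (standard error 0.25, adjusted p = 0.00520 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene of the low-density lipoprotein receptor, on chromosome 2 from 5537134 to 5791238, was at 383 ± 108 (SD, n = 4) in warm and 168 ± 27.6 (SD, n = 4) in cold, a log2 fold-change of 1.19 (standard error 0.20, adjusted p = 0.00994 from the same edgeR test). Both genes stayed past the threshold in all 12 fits that each left out 1 sample.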

Concerning lipid metabolism, *phospholipase A2* (LOC129964053), involved in fatty acid breakdown from phospholipids, is strongly downregulated in the warm compared to the cold regime (log_2_ fold‐change of −1.93; Table 1), whereas the *low‐density lipoprotein receptor* (LOC129957447), which is involved in the uptake of cholesterol‐carrying lipoproteins into the cells, is upregulated (Table 1). The *diacylglycerol kinase 1* (LOC129984733), a gene involved in glycerophospholipid metabolism, had a relatively higher upregulation (log_2_ fold‐change of 1.14; Table 1) in the warm compared to the cold regime.

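The log2 fold-change of diacylglycerol kinase 1 in warm against cold was 1.13 (standard error 0.17, adjusted p = 0.00661 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 1.10 and 1.20 and past the threshold in each of the 12 fits without 1 sample.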

The KEGG enrichment analysis revealed that DEGs could be classified into 39 pathways (FDR < 0.1, Table S5). Significantly enriched pathways (FDR ≤ 0.05) per comparison are shown in Figure 5. KEGG pathways were identified in four categories or Orthology Classes (KEGG orthology classes): Metabolism, Cellular processes, Signaling, and Processing of genetic (or environmental) information. The Metabolism Orthology Class shows the most enriched pathways overall in our regimes (21 of 39), including those involving glycine, serine, and purine metabolism; carbon metabolism; glycerophospholipid metabolism; fatty acid metabolism; galactose metabolism; sphingolipid metabolism; glutathione metabolism; amino acid and nucleotide metabolism; glycerolipid metabolism; starch and sucrose metabolism; nicotinate and nicotinamide metabolism; and tryptophan metabolism. Furthermore, there are other enriched pathways in the processing of genetic and environmental categories, and subcategories like processing in signal transduction, cell differentiation and proliferation, repair proteins, and regulation of calcium concentration (e.g., FOXO signaling pathway, base excision repair, motor proteins, mTOR signaling pathway, and phosphatidylinositol signaling system; Table S5; Figure 5C) that are essential for temperature responses.

**FIGURE 5:**
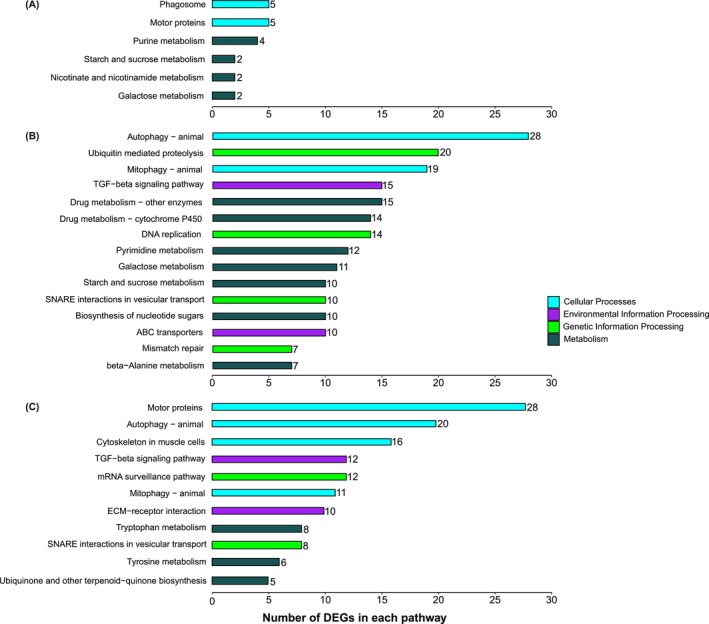
Significant KEGG pathway enrichment in the specific Differentially Expressed Genes (DEGs) (*p*‐value < 0.05) by comparison test in *Argiope bruennichi* spiderlings. (A) cold versus moderate, (B) warm versus moderate, and (C) warm versus cold. The KEGG pathways are listed and ordered according to the number of specific DEGs for each comparison group in each pathway (given on the right side of the bars).

## 4 Discussion

We investigated the vulnerability and degree of phenotypic plasticity of a recently cold‐adapted northern population of the wasp spider *Argiope bruennichi* , by exposing overwintering spiderlings to three fixed winter temperature regimes (cold, moderate, and warm) with day/night fluctuations. Survival probability and lipid reserves declined over time, with no difference between winter regimes, demonstrating remarkable tolerance to markedly different temperature regimes in this species. However, the fatty acid composition revealed regime‐specific differences, with omega‐3 polyunsaturated fatty acids reduced under warmer conditions, suggesting elevated metabolic activity during warmer regimes. These physiological responses aligned with variations in gene expression patterns, with the strongest responses observed in the warm regime compared to the other two. Our data suggest that although survival probability and energy usage were similar across the winter regimes, spiderlings experienced physiological stress under the warm winter regime, and showed more targeted responses to the cold winter regime, corroborating local adaptation to the colder environment at the northern edge (Sheffer et al. in press).

We subjected the spiderlings in the egg sacs to challenging fixed winter conditions with strong diurnal temperature fluctuations in the cold and the warm regime, and moderate fluctuations in the third group, and examined survival proportion and fat content over time. Survival proportion and fat reserves declined significantly from one to three months of exposure, suggesting that depletion of lipid stores led to increased mortality. As ectotherms with temperature‐dependent physiological responses (Sinclair 2015), spiders are expected to show similar patterns as insects, in which weight loss during winter correlates with increased mortality and reduced reproductive success (Irwin and Lee Jr. 2003; Knapp and Řeřicha 2020; Nielsen et al. 2022). Weight loss is driven by the depletion of fat reserves, which serve as the primary energy source for overwintering insects (Hahn and Denlinger 2011; Sinclair and Marshall 2018; Anparasan et al. 2025). A steady decline in total lipids was also observed in a cursorial wolf spider species over the course of winter (Potts et al. 2020). In *A. bruennichi* , however, spiderlings are not free‐roaming but confined to the egg sac during winter and unable to replenish energy stores. Consequently, a higher metabolic rate due to challenging winter regimes can incur considerable costs and impact physiology and future survival probability. Such responses are also likely in cursorial spiders, when food availability is limited in winter, but the effects are expected to be more pronounced in *A. bruennichi* , as their spiderlings cannot compensate for depleted energy reserves, and signs of sibling cannibalism inside the egg sacs were not observed.

Research on the role of fatty acid profiles in the overwintering metabolism of spiders is limited. To the best of our knowledge, this study is the first to investigate changes in the fatty acid composition of overwintering spiderlings inside an egg sac. We found a higher ratio of unsaturated to saturated fatty acids in spiderlings of all experimental temperature regimes. This finding is not unexpected, as the temperature dropped below zero each night in all three winter regimes, likely favoring stable unsaturation across treatments. According to Sinclair and Marshall (2018), increased unsaturation of fatty acids is a strategy employed by cold‐adapted insects that prolongs torpor and reduces metabolic rates. This pattern has also been documented in scorpions (Garcia et al. 2021) and spiders (Molina et al. 2024, preprint) under cold conditions.

We observed winter regime‐related differences in the fatty acid composition of the spiderlings. In the cold winter regime, spiderlings contained more omega‐3 PUFAs, with significantly elevated levels of α‐linolenic acid (ALA, C18:3n‐3) compared to the warm winter regime. Omega‐3 PUFAs are characterized by a high degree of unsaturation, possessing multiple double bonds that inhibit tight packing, a feature essential for maintaining membrane fluidity in cold environments (Sinclair and Marshall 2018). Conversely, in warmer environments, membrane fluidity is less important, possibly allowing spiderlings to utilize omega‐3 PUFAs to mitigate temperature‐induced stress. As has been shown before, warmer winter temperatures can elevate metabolic rates and deplete energy stores (Clarke and Fraser 2004; Sinclair 2015; Roberts et al. 2023). Thus, even small temperature changes can have considerable physiological costs as was shown in juveniles of the springtail *Orchesella cincta* (van Dooremalen and Ellers 2010). In contrast, omega‐6 PUFAs remained stable across the temperature regimes in our study. This might be attributed to their smaller effect on membrane fluidity relative to omega‐3 PUFAs (Hazel and Eugene Williams 1990), thereby minimizing the need for temperature‐dependent regulation (Somero et al. 2017).

A mechanism by which spiderlings might modulate their lipid composition in response to winter conditions involves the omega‐3 FA group. Alpha‐linolenic acid (ALA) acts as a precursor for other important omega‐3 FAs, such as eicosapentaenoic acid (20:5n‐3, EPA) and docosahexaenoic acid (22:6n‐3, DHA), both of which are long‐chain fatty acids with known roles in immune function. Similarly, docosapentaenoic acid (DPA, 22:5n‐3) is an intermediate between EPA and DHA, contributing to cell membrane structure and function, and also playing a role in resolving inflammation (Jump 2002). We observed an interesting pattern in these long‐chain omega‐3 PUFAs. Both stearidonic acid (SDA, C18:4n‐3, derivative of ALA) and ALA were present in significantly lower amounts in the warmer winter regime than in the cold regime. In contrast, the levels of DPA and DHA were significantly higher in the warm and lower in the cold regime. The lower levels of SDA and ALA in warmer conditions may indicate their conversion into downstream products such as EPA, DPA, and DHA—all of which are important for immune function and energy transduction (Pilecky et al. 2021). Similar to our findings on temperature‐induced changes in fatty acid composition, recent work on a social spider species that occurs across several climate zones has shown that the chemical composition of the cuticle wax layer changes with acclimation to higher temperatures, thereby mediating thermal tolerance (Malmos et al. 2021).

The gene expression patterns across our temperature regimes showed fewer differentially expressed genes in the cold regime compared to the moderate regime (Figure 4B), especially when contrasted with the other pairwise comparisons. 

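Between cold and moderate, edgeR gave from 0 to 5 DEGs at an adjusted p under 0.05 with another normalization, filter, depth or design on all samples, and 650 without moderate replicate 4. Limma's voom method with sample weights gave 804. The 9 pairs of gene and contrast that Table 1 lists for cold against moderate all had the direction the paper gives, and 2 were past the threshold over all genes tested.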

Notably, the moderate regime also experienced nighttime temperatures below 0°C. This likely triggered cold tolerance mechanisms, resulting in a low number of DEGs in this group. Despite the lower number of DEGs in the comparison, there were specific gene expression changes associated with cold hardening. For example, there was an upregulation of genes involved in cytoskeletal dynamics, such as the *tubulin alpha chain* and *putative ankyrin repeat protein* (Table 1), which facilitate the maintenance of proper microtubule function at very low temperatures (Storey and Storey 2013). 

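Tubulin alpha chain (LOC129976437), on chromosome 7 from 72992336 to 73050517, was at 229 ± 72.5 (SD, n = 4) normalized counts in cold and 100 ± 29.4 (SD, n = 4) in moderate. The log2 fold-change was 1.20 (standard error 0.28, adjusted p = 0.181 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By DESeq2's Wald test the adjusted p was 0.00621, and by limma's voom method with sample weights 0.0180. Cold replicate 1 stood apart at 337, with the other cold samples at 183 to 207. Putative ankyrin repeat protein was at 425 ± 65.9 (SD, n = 4) in cold and 160 ± 29.3 (SD, n = 4) in moderate.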

Cold stress likely also induced the expression of genes involved in lipid metabolism, such as *lysophospholipid acyltransferase*, which is essential for membrane asymmetry (fluidity) and the production of lipid mediator precursors like ARA and EPA (Hishikawa et al. 2008), as well as *acyl‐CoA dehydrogenase*, which is involved in membrane remodeling and fatty acid metabolism (Swigoňová et al. 2009). In contrast, the gene encoding *quinone oxidoreductases*, typically activated under heat stress to mitigate oxidative damage (Lemieux and Blier 2022), was downregulated in the cold regime and expressed at higher levels in both the moderate and warm regimes. This suggests that the moderate regime may also induce temperature stress in *A. bruennichi* , potentially explaining the relatively elevated expression of stress‐response genes in this treatment group (Figure 4A,B).

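In cold against moderate, quinone oxidoreductases had a log2 fold-change of -0.84 (standard error 0.11, adjusted p = 0.0225 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In warm against moderate it was -0.06 (standard error 0.11, adjusted p = 0.747 from the same edgeR test), so that moderate and warm did not differ by more than the spread of their samples. With each sample left out in turn, the fall in cold against moderate ranged from -0.89 to -0.78 and was past the threshold in 6 of 12 fits.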

The chosen temperature regimes were characterized by fluctuating daily temperatures typical of temperate climates, with both the cold and the warm regimes exhibiting a pronounced 20°C difference between day and night, whereas the moderate regime had a daily temperature difference of only 10°C. The spiderlings in the cold and warm regimes showed more specific responses to temperature stress, suggesting that strong daily fluctuations elicit more targeted responses in gene expression than the moderate regime. Williams, Hellmann, and Sinclair (2012); Williams, Marshall, et al. (2012) showed that overwintering butterfly pupae performed better under high daily fluctuation compared to a constant temperature. Furthermore, high daily temperature fluctuations can alter the optimal and critical maximum temperatures, as well as the thermal reaction norm of a species (Paaijmans et al. 2013). For example, artic mites and springtails (cold‐adapted) lowered their upper thermal limits when acclimated to “moderate” temperatures that lacked high daily fluctuations (Sørensen et al. 2024). The *A. bruennichi* spiderlings that were subjected to the moderate regime displayed intermediate or equal values when compared to the other regimes in survival, fat content, and fatty acid content, but showed high variation in the gene expression response. This pattern suggests that milder daily thermal variation may not impose strong directional selection on physiological traits but instead elicits more variable molecular responses, indicating that the amplitude of daily temperature fluctuations plays a key role in the specificity of thermal responses in *A. bruennichi* spiderlings.

When comparing warm and moderate winter regimes, we identified general stress responses involving phosphorus metabolic processes, homeostatic processes, and the regulation of biological processes. Additional stress responses with high gene involvement included transferase activity and adenyl nucleotide binding (ATP binding), consistent with the findings of a transcriptomic study on a spider species subjected to high‐temperature stress (Chen et al. 2023). Regarding lipid metabolism, *acetoacetyl‐CoA synthetase*—a key enzyme in ketone body (KB) metabolism—showed high relative expression in both the warm and cold regimes compared to the moderate regime. This enzyme facilitates the conversion of acetoacetate, a ketone body, to acetoacetyl‐CoA, which is used in lipogenesis and cholesterol synthesis (Bergstrom 2023). 

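Acetoacetyl-CoA synthetase had a log2 fold-change of 2.73 (standard error 0.66, adjusted p = 0.0460 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in warm against moderate and of 0.91 (standard error 0.64, adjusted p = 0.591 from the same edgeR test) in cold against moderate. The cold samples, at 184 to 532 normalized counts, overlapped the moderate samples, at 33.0 to 536. Moderate replicate 4 held the value of 536, and the other moderate samples were at 33.0 to 78.9. In cold against moderate the gene was not past the threshold in DESeq2's Wald test (adjusted p = 0.658), but was so under limma's voom method with sample weights (log2 fold-change of 1.98, adjusted p = 0.0363) and in edgeR's test without moderate replicate 4 (2.44, adjusted p = 0.0116).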

The elevated gene expression in the warm regime suggests increased lipogenesis, while in the cold regime, the higher activity of *acyl‐CoA dehydrogenase* indicates enhanced fatty acid catabolism to support membrane remodeling and fluidity. Krehenwinkel et al. (2015) reported a similar pattern from northern populations of *A. bruennichi* under cold stress, with increased acetoacetate‐CoA ligase activity. Interestingly, *acyl‐CoA dehydrogenase* was found to be downregulated in bumblebees subjected to acute cold exposure at 0°C (Verble et al. 2024), suggesting that its role becomes more prominent below this threshold. 

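Fatty acid amide hydrolase 2 (LOC129976441), on chromosome 7 from 58314738 to 58347614, was at 172 ± 14.7 (SD, n = 4) normalized counts in warm, 102 ± 39.4 (SD, n = 4) in cold and 62.1 ± 12.3 (SD, n = 4) in moderate. In warm against cold the log2 fold-change was 0.76 (standard error 0.25, adjusted p = 0.0869 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in DESeq2's Wald test the adjusted p was 0.0316. In warm against moderate it was 1.48 (standard error 0.26, adjusted p = 0.0395 from the same edgeR test).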

Other genes involved in lipid metabolism, such as *fatty acid amide hydrolase 2*—which regulates fatty acid signaling—and *diacylglycerol kinase 1*, were more abundant in the warm than in the cold regime. The latter produces diacylglycerol (DAG), a critical lipid intermediate in lipid biosynthetic pathways that can function as a signaling lipid (Shulga et al. 2011).

Comparing the warm and cold winter regimes, we found small heat shock proteins and related genes. 

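In warm against cold, small heat shock protein (LOC129988413), on chromosome 10 from 81494363 to 81495307, had a log2 fold-change of -1.62 (standard error 0.45, adjusted p = 0.0523 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and alpha-crystallin A chain-like of -3.42 (standard error 0.69, adjusted p = 0.0193 from the same edgeR test). Small heat shock protein was past the threshold in DESeq2's Wald test on all samples (adjusted p = 0.0243), under limma's voom method with sample weights (0.00425), in edgeR's test on only the regimes compared (0.00963), without a count filter (0.0351) and with at least 10 counts in every sample (0.0489), and in the fits without moderate replicates 2 or 4. It was at 914 ± 359 (SD, n = 4) normalized counts in warm, 2818 ± 1408 (SD, n = 4) in cold and 3607 ± 1983 (SD, n = 4) in moderate. Of the 10 heat shock genes of Table 1 and Figure S2, all had negative log2 fold-changes in warm against cold, but only alpha-crystallin A chain-like and protein lethal(2)essential for life-like (LOC129957118, adjusted p = 0.0349) were past the threshold in edgeR's test, and the adjusted p-values of the others reached up to 0.211. Between cold and moderate none of the 10 heat shock genes was past the threshold, and their adjusted p-values in edgeR's test ran from 0.358 to 0.902. All of their log2 fold-changes in cold against moderate were negative, from -1.47 to -0.148. Moderate replicate 4, the lowest moderate sample for each gene, adds to the spread here. These values therefore do not show that cold and moderate were alike in the heat shock genes.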

Expression was lower in the warm regime but higher in the moderate and cold regimes (Table 1, Figure S3B,C). Previous studies on *A. bruennichi* and a damselfly (*Ischnura elegans*) have documented increased cold tolerance during range expansions into colder regions, with no change in heat tolerance and even downregulation of genes involved in heat shock responses, likely due to relaxed selection on heat tolerance in colder environments (Krehenwinkel and Tautz 2013; Lancaster 2016). On the other hand, Lancaster (2016) reported that several genes upregulated in response to heat stress in core populations were also upregulated in response to cold stress in edge populations. This is likely selectively favored, as heat shock proteins can prevent protein denaturation at cold temperatures by assisting in folding and establishing the correct protein conformation under various stress conditions (Teets and Denlinger 2013).

Further genes exhibiting high relative expression in the cold regime included *apolipophorins‐like* (ApoLp), which are responsible for lipid transport between tissues and play a role in modulating cellular responses and immunity (Wrońska et al. 2023). This pattern was accompanied by elevated expression of *Phospholipase A2*, an enzyme that hydrolyzes phospholipids to release arachidonic acid (ARA) and other fatty acids from cell membranes, as well as *lysophospholipid transferase*, as previously mentioned. 

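In cold against moderate the log2 fold-change of phospholipase A2 was 0.52 (standard error 0.24, adjusted p = 0.420 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the samples of these regimes overlapped, with 1017 to 1583 normalized counts in cold and 569 to 1021 in moderate. Against warm the log2 fold-change of apolipophorins-like was -0.77 (standard error 0.25, adjusted p = 0.0782 from the same edgeR test), in the direction of lower counts in warm. Here the adjusted p was 0.0279 in DESeq2's Wald test and 0.00702 under limma's voom method with sample weights.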

Together, these enzymes contribute to the maintenance of membrane asymmetry and facilitate the release of key signaling precursors. The upregulation of these lipid‐metabolizing enzymes under cold conditions suggests enhanced mobilization and remodeling of lipids, which is consistent with previous findings that cold exposure generally promotes fatty acid oxidation in animals (Lemieux and Blier 2022). In contrast to this cold‐induced upregulation of lipid catabolism, the *low‐density lipoprotein receptor*, which mediates the uptake of cholesterol‐carrying lipoproteins into cells, showed higher expression in the warm regime (and lower in the cold regime). This may reflect an increased demand for cholesterol in membrane synthesis or signaling under heat stress. 

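The low-density lipoprotein receptor gene was at 236 ± 34.3 (SD, n = 4) normalized counts in moderate, between cold and warm. Its moderate replicate 4 was at 287 and the other moderate samples at 215 to 222. Against moderate the log2 fold-change was 0.70 in warm (standard error 0.20, adjusted p = 0.0580 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.48 in cold (standard error 0.20, adjusted p = 0.376 from the same edgeR test).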

The regulation of genes involved in lipid transport may also reflect the freeze‐avoidant strategy of *A. bruennichi*, which produces cryoprotectants and antifreeze proteins that lower its freezing point (on average −28.75°C in northern spiderlings) (Sheffer et al. in press).

The gene ontology analysis of the differential gene expression datasets indicates that the majority of genes are involved in metabolic processes (Table S4), a common finding in both cold and heat resistance studies in insects (Sinclair 2015; Mikucki and Lockwood 2021). We can infer that the spiderlings of *A. bruennichi* predominantly utilize lipids to maintain adequate membrane fluidity and functionality in the cold regime. In contrast, in the warm regime, carbohydrates and amino acids seem to serve as the primary energy sources, as evidenced by GO terms like phosphorylation and peptidase activity, along with the associated upregulated genes such as *sucrose‐6‐phosphate hydrolase‐like* and *adenylosuccinate synthetase*. 

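Sucrose-6-phosphate hydrolase-like (LOC129956957), on chromosome 11 from 99334488 to 99352337, was at 168 ± 82.3 (SD, n = 4) normalized counts in warm, 128 ± 96.3 (SD, n = 4) in cold and 49.9 ± 23.9 (SD, n = 4) in moderate. Its log2 fold-change was 1.74 in warm against moderate (standard error 0.54, adjusted p = 0.0654 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.38 in warm against cold (standard error 0.51, adjusted p = 0.666 from the same edgeR test). In warm against moderate it was past the threshold in DESeq2's Wald test (adjusted p = 0.0116), under limma's voom method with sample weights (0.0320) and in edgeR's test without moderate replicate 4 (0.0222). Adenylosuccinate synthetase had a log2 fold-change of 0.82 in warm against cold (standard error 0.19, adjusted p = 0.0325 from the same edgeR test), from 3886 ± 427 (SD, n = 4) normalized counts in cold.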

The utilization of lipids in the warm winter regime is more likely directed toward immune response, corroborating our general body lipid analyzes, which demonstrated a decrease in lipid storage during winter across the regimes (Figure 2B). These findings also correlate with our fatty acids data, which revealed the differential allocation of lipid reserves by spiderlings depending on the winter regime. The differential use of fatty acids underscores the intricate balance that overwintering spiderlings must maintain for survival. It also emphasizes the potential effects of environmental changes on their lipid dynamics, which are crucial for growth, reproduction and survival (Twining et al. 2021). Spiderlings disperse shortly after leaving the egg sac by ballooning (Walter et al. 2005) and must construct their first web to capture prey and proceed with development by molting several times until adulthood. If energy reserves are depleted after a metabolically demanding warm winter, web construction, dispersal capacity, and subsequent survival may be compromised.

The Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis further corroborates that metabolic pathways, including those involved in carbon, amino acid, nucleic acid, and fatty acid metabolism, were the most enriched responses of spiderlings to our winter regimes. The findings indicate that the DEGs exhibit distinct pathway enrichment depending on the exposure temperature. For instance, the level of purine metabolism, which is essential for energy transfer (e.g., via ATP and GTP) and effective cell signaling, was lower in the cold regime, indicating lower metabolic activity compared to the warm regime. Similarly, pathways such as nicotinate and nicotinamide metabolism, tryptophan metabolism, starch and sucrose metabolism, and galactose metabolism were also downregulated in the cold regime. These findings are consistent with the patterns observed in cold‐adapted Antarctic insects, which suppress certain metabolic processes to prioritize cryoprotection over hydration (Teets et al. 2012). Additionally, pyrimidine metabolism, which provides key components for RNA and phospholipid synthesis, and ubiquinone biosynthesis, crucial for cellular energy production and antioxidative defense, were among the enriched pathways in the warm treatment. These pathways are commonly involved in temperature stress responses (Teets and Denlinger 2013; Chen et al. 2023) and have been shown to be upregulated in organisms such as fire ants following heat exposure (Vatanparast et al. 2021).

While our KEGG analysis primarily focused on metabolic pathways directly linked to temperature responses, we also detected significant changes in other cellular and genetic processes. Certain pathways were consistently observed across the comparisons of treatments, highlighting their potential importance in coping with winter temperature variations. For example, SNARE interactions in vesicular transport were significantly enriched in both comparisons involving the warm regime. As SNARE proteins mediate membrane fusion and vesicular transport, their increased enrichment suggests increased activity of these processes under warmer conditions. In contrast, pathways related to motor protein activity and cytoskeletal components in muscle cells were consistently enriched in the cold regime. These findings are consistent with previously reported cold‐induced cytoskeletal reorganization in insects (Teets et al. 2012) and spider mites (Bryon et al. 2017), indicating that *A. bruennichi* spiderlings may employ a similar strategy to maintain cellular integrity under cold stress.

When species expand their range, they often retain the phenotypic plasticity that evolved in their ancestral environments (Ho et al. 2020). Accordingly, the observed responses of *A. bruennichi* spiderlings to diverse winter temperature regimes can be considered in the context of the recent northward range expansion of the species. In a reciprocal common garden experiment, a suite of cold tolerance traits was identified that showed not only phenotypic plasticity and signatures of local adaptation in northern populations, but also a surprisingly high cold tolerance in spiderlings from southern populations, which might have contributed to the range expansion success (Sheffer et al. in press). Ongoing investigations on the potential and limits of local adaptation and phenotypic plasticity in *A. bruennichi* focus on the underlying molecular and physiological mechanisms that facilitated the expansion of the species. Furthermore, we investigate if increasingly warmer winters will affect survival, metabolism, and temperature tolerance in the core region of the species, thereby leading to a northward range shift.

Our study elucidates the performance of *A. bruennichi* and the molecular and physiological mechanisms underlying thermal tolerance at its northern range edge. The ability to modulate fatty acid composition and the expression of genes from metabolic pathways under different winter regimes likely reflects the potential to cope with rapidly changing environmental conditions through phenotypic plasticity. Because spiders from southern and northern populations are clearly genetically differentiated and show significant genotype‐environment associations (Krehenwinkel and Tautz 2013; Sheffer et al. in press), we expect that the population used in our study is representative of the northern region. Given the broad reaction norm that we discovered, *A. bruennichi* is able to survive very different winter regimes. They are likely to cope with severely cold spells during winter, resulting from reduced snow cover due to climate warming, as well as with relatively warm winters. However, such plastic adjustments may entail metabolic costs that can affect post‐winter survival and growth, which requires further investigation. Our study provides insights into the degree of plasticity in response to controlled winter regimes. In a subsequent reciprocal common garden experiment, we will explore differences in gene expression dynamics between spiderlings from the core and edge of the distribution and under temperature regimes that simulate the natural course during winter. In conclusion, our research expands our knowledge of how spiders are affected by winter conditions and highlights the importance of considering survival, physiological performance, and molecular responses when assessing species' vulnerability or resilience to climate change.

## Author Contributions

**Carolina Ortiz‐Movliav:** conceptualization (equal), data curation (lead), formal analysis (lead), investigation (lead), methodology (equal), project administration (lead), validation (equal), visualization (lead), writing – original draft (lead), writing – review and editing (lead). **Marina Wolz:** conceptualization (supporting), data curation (supporting), formal analysis (supporting), investigation (supporting), methodology (supporting), writing – review and editing (supporting). **Michael Klockmann:** conceptualization (equal), formal analysis (supporting), investigation (equal), methodology (supporting), project administration (supporting), writing – review and editing (supporting). **Andreas Walter Kuss:** methodology (supporting), resources (supporting), software (supporting), supervision (equal), validation (supporting), writing – review and editing (supporting). **Lars Riff Jensen:** conceptualization (supporting), methodology (supporting), resources (supporting), software (supporting), supervision (supporting), validation (supporting), writing – review and editing (supporting). **Corinna Jensen:** methodology (supporting), software (supporting), supervision (supporting), validation (supporting), writing – review and editing (supporting). **Alexander Wacker:** data curation (supporting), formal analysis (supporting), investigation (supporting), methodology (supporting), resources (equal), software (equal), supervision (equal), validation (equal), visualization (supporting), writing – review and editing (equal). **Gabriele B. Uhl:** conceptualization (equal), funding acquisition (lead), investigation (equal), methodology (equal), project administration (supporting), resources (equal), software (equal), supervision (lead), validation (equal), visualization (supporting), writing – original draft (supporting), writing – review and editing (equal).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Data S1:** ece372507‐sup‐0001‐Supinfo.pdf.

## Data Availability

The sequencing data are available on NCBI's Gene Expression Omnibus and is accessible through GEO Series accession number GSE287559. R and bash scripts of data analysis and datasets are available on GitHub: https://github.com/CarolinaOrtizM/Estonia‐RNAseq.

# Supplementary material for: Winter Temperature Affects Fatty Acid Composition and Gene Expression, but Not Fat Content and Survival in a Northern Population of a Range‐Expanding Spider
**Source:** Ecol Evol. 2025 Nov 27;15(12):e72507. doi: 10.1002/ece3.72507
**Supplement:** Supplementary file 1 — Data S1: ece372507‐sup‐0001‐Supinfo.pdf.

# Winter temperature affects fatty acid composition and gene expression, but not fat content and survival in a northern population of a range-expanding spider

**Table S1. Fatty acids contents (mean  $\pm$  SE; ng per  $\mu$ g of dry mass) of the spiderlings from the three winter regimes.** Only the fatty acids accounting for  $> 1\%$  of total fatty acids in at least one sample are shown.  $\Sigma$  SFAs is the sum of all saturated fatty acids.  $\Sigma$  MUFAs is the sum of all monounsaturated fatty acids.  $\Sigma$   $\omega$ -3 PUFAs is the sum of all polyunsaturated omega-3 fatty acids, and  $\Sigma$   $\omega$ -6 PUFAs is the sum of all polyunsaturated omega-6 fatty acids. U/S is the ratio of unsaturated over saturated fatty acids. Table shows F- and p-values of ANOVA, and p-values of multiple comparisons among means of the three different treatments Tukey HSD tests. Statistically significant values ( $<0.05$ ) of ANOVA and Tukey HSD tests are depicted in bold, red font.

| Fatty acid                      | Winter regimes    |                   |                   | $F_{2,21}$ | ANOVA<br>p   | Tukey HSD |              |       |
|---------------------------------|-------------------|-------------------|-------------------|------------|--------------|-----------|--------------|-------|
|                                 | Cold(c)           | Moderate(m)       | Warm(w)           |            |              | m - c     | w - c        | w - m |
| C16:0                           | 8.15 $\pm$ 3.27   | 7.97 $\pm$ 3.42   | 6.75 $\pm$ 2.00   | 0.527      | 0.598        | 0.992     | 0.620        | 0.692 |
| C18:0                           | 16.12 $\pm$ 4.33  | 15.87 $\pm$ 3.87  | 13.77 $\pm$ 4.71  | 0.714      | 0.501        | 0.992     | 0.532        | 0.601 |
| C20:0                           | 0.59 $\pm$ 0.42   | 0.52 $\pm$ 0.34   | 0.49 $\pm$ 0.39   | 0.122      | 0.886        | 0.934     | 0.883        | 0.992 |
| C22:0                           | 0.81 $\pm$ 0.36   | 0.83 $\pm$ 0.55   | 1.24 $\pm$ 1.00   | 0.970      | 0.396        | 0.998     | 0.448        | 0.479 |
| C24:0                           | 0.09 $\pm$ 0.17   | 0.15 $\pm$ 0.20   | 0.09 $\pm$ 0.16   | 0.281      | 0.758        | 0.806     | 0.999        | 0.784 |
| <b><math>\Sigma</math> SFA</b>  | 25.66 $\pm$ 7.81  | 25.20 $\pm$ 7.54  | 22.26 $\pm$ 7.63  | 0.465      | 0.635        | 0.992     | 0.653        | 0.727 |
| C16:1n-9                        | 1.19 $\pm$ 1.62   | 0.64 $\pm$ 0.66   | 1.02 $\pm$ 1.25   | 0.423      | 0.661        | 0.645     | 0.953        | 0.818 |
| C16:1n-7                        | 1.07 $\pm$ 0.74   | 1.12 $\pm$ 0.65   | 1.31 $\pm$ 0.90   | 0.209      | 0.813        | 0.990     | 0.814        | 0.881 |
| C18:1n12                        | 3.22 $\pm$ 2.18   | 5.41 $\pm$ 6.64   | 3.89 $\pm$ 3.11   | 0.521      | 0.601        | 0.587     | 0.949        | 0.772 |
| C18:1n-9                        | 38.97 $\pm$ 22.02 | 34.96 $\pm$ 20.90 | 31.42 $\pm$ 10.99 | 0.328      | 0.724        | 0.903     | 0.702        | 0.924 |
| C20:1n-9                        | 0.22 $\pm$ 0.32   | 0.33 $\pm$ 0.31   | 0.09 $\pm$ 0.11   | 1.631      | 0.220        | 0.699     | 0.590        | 0.193 |
| C22:1n-9                        | 0.32 $\pm$ 0.35   | 0.50 $\pm$ 0.65   | 0.47 $\pm$ 0.22   | 0.364      | 0.699        | 0.707     | 0.790        | 0.989 |
| C24:1                           | 0.25 $\pm$ 0.24   | 0.28 $\pm$ 0.22   | 0.33 $\pm$ 0.10   | 0.307      | 0.739        | 0.968     | 0.727        | 0.860 |
| <b><math>\Sigma</math> MUFA</b> | 45.26 $\pm$ 24.46 | 43.24 $\pm$ 18.15 | 38.54 $\pm$ 14.14 | 0.253      | 0.779        | 0.977     | 0.769        | 0.879 |
| C18:4 n-3 (SDA)                 | 1.34 $\pm$ 1.02   | 0.83 $\pm$ 0.56   | 0.43 $\pm$ 0.17   | 3.636      | <b>0.044</b> | 0.314     | <b>0.035</b> | 0.466 |
| C18:3 n-3 (ALA)                 | 8.53 $\pm$ 5.37   | 5.06 $\pm$ 3.47   | 1.62 $\pm$ 1.10   | 7.402      | <b>0.004</b> | 0.358     | <b>0.003</b> | 0.064 |
| C20:3 n-3                       | 0.28 $\pm$ 0.30   | 0.41 $\pm$ 0.84   | 0.28 $\pm$ 0.26   | 0.168      | 0.847        | 0.869     | 0.999        | 0.873 |
| C20:5 n-3 (EPA)                 | 3.35 $\pm$ 1.15   | 3.41 $\pm$ 1.05   | 3.32 $\pm$ 1.37   | 0.010      | 0.990        | 0.100     | 0.972        | 0.976 |

|                   |                       |                       |                       |              |              |              |              |              |
|-------------------|-----------------------|-----------------------|-----------------------|--------------|--------------|--------------|--------------|--------------|
| C20:4 n-3         | 0.41 ± 0.49           | 0.23 ± 0.25           | 0.32 ± 0.31           | 0.510        | 0.608        | 0.579        | 0.870        | 0.869        |
| C22: 5 n-3 (DPA)  | 0.08 ± 0.14           | 0.16 ± 0.18           | 0.31 ± 0.07           | 5.841        | <b>0.010</b> | 0.462        | <b>0.008</b> | 0.100        |
| C22:6 n-3 (DHA)   | 0.04 ± 0.07           | 0                     | 0.22 ± 0.21           | 6.237        | <b>0.008</b> | 0.829        | <b>0.003</b> | <b>0.009</b> |
| <b>Σ ω-3 PUFA</b> | <b>14.12 ± 7.15</b>   | <b>10.11 ± 4.87</b>   | <b>6.49 ± 2.69</b>    | <b>4.254</b> | <b>0.038</b> | <b>0.452</b> | <b>0.030</b> | <b>0.295</b> |
| C18:2 n-6 (LA)    | 28.69 ± 10.53         | 29.73 ± 9.85          | 30.16 ± 11.65         | 0.039        | 0.961        | 0.979        | 0.959        | 0.996        |
| C18:3 n-6         | 0.53 ± 0.52           | 0.46 ± 0.41           | 0.85 ± 1.06           | 0.662        | 0.526        | 0.974        | 0.664        | 0.532        |
| C20:2 n-6         | 0.05 ± 0.07           | 0.03 ± 0.04           | 0.04 ± 0.04           | 0.281        | 0.758        | 0.737        | 0.935        | 0.916        |
| C20:3 n-6         | 0.22 ± 0.43           | 0.22 ± 0.26           | 0.23 ± 0.23           | 0.002        | 0.998        | 0.999        | 0.998        | 0.999        |
| C20:4 n-6 (ARA)   | 2.05 ± 1.37           | 2.18 ± 0.98           | 3.28 ± 1.36           | 2.322        | 0.123        | 0.973        | 0.145        | 0.212        |
| C22:2 n-6         | 0.44 ± 0.52           | 0.47 ± 0.47           | 0.47 ± 0.55           | 0.007        | 0.993        | 0.994        | 0.994        | 0.999        |
| <b>Σ ω-6 PUFA</b> | <b>31.98 ± 12.36</b>  | <b>33.09 ± 10.69</b>  | <b>35.02 ± 13.38</b>  | <b>0.127</b> | <b>0.881</b> | <b>0.982</b> | <b>0.873</b> | <b>0.946</b> |
| <b>U/S</b>        | <b>3.6</b>            | <b>3.4</b>            | <b>3.6</b>            | <b>0.438</b> | <b>0.651</b> | <b>0.826</b> | <b>0.941</b> | <b>0.632</b> |
| <b>TOTAL FA</b>   | <b>117.02 ± 37.63</b> | <b>111.63 ± 33.13</b> | <b>102.30 ± 33.49</b> | <b>0.366</b> | <b>0.698</b> | <b>0.948</b> | <b>0.679</b> | <b>0.855</b> |

**Table S2. Results of generalized linear mixed models testing for the effect of regime and opening (exposure time) on the response variables for *A. bruennichi* spiderlings subjected to three winter regimes. Bold p-values indicate statistically significant (<0.05) differences.**

| Response variable   | N   | Fixed effects | Estimate | Chi <sup>2</sup> | df | p               |
|---------------------|-----|---------------|----------|------------------|----|-----------------|
| Survival proportion | 152 | Opening       | -1.007   | 42.17            | 1  | <b>8.36E-11</b> |
|                     |     | Regime        | 0.215    | 3.05             | 2  | 0.217           |
|                     |     | Clutch size*  | 0.179    | 5.66             | 1  | <b>0.017</b>    |
| Fat content         | 125 | Opening       | -0.246   | 47.19            | 1  | <b>6.45E-12</b> |
|                     |     | Regime        | 0.056    | 4.45             | 2  | 0.108           |
|                     |     | Dry weight    | 0.138    | 10.66            | 1  | <b>0.001</b>    |

\*scaled in the model

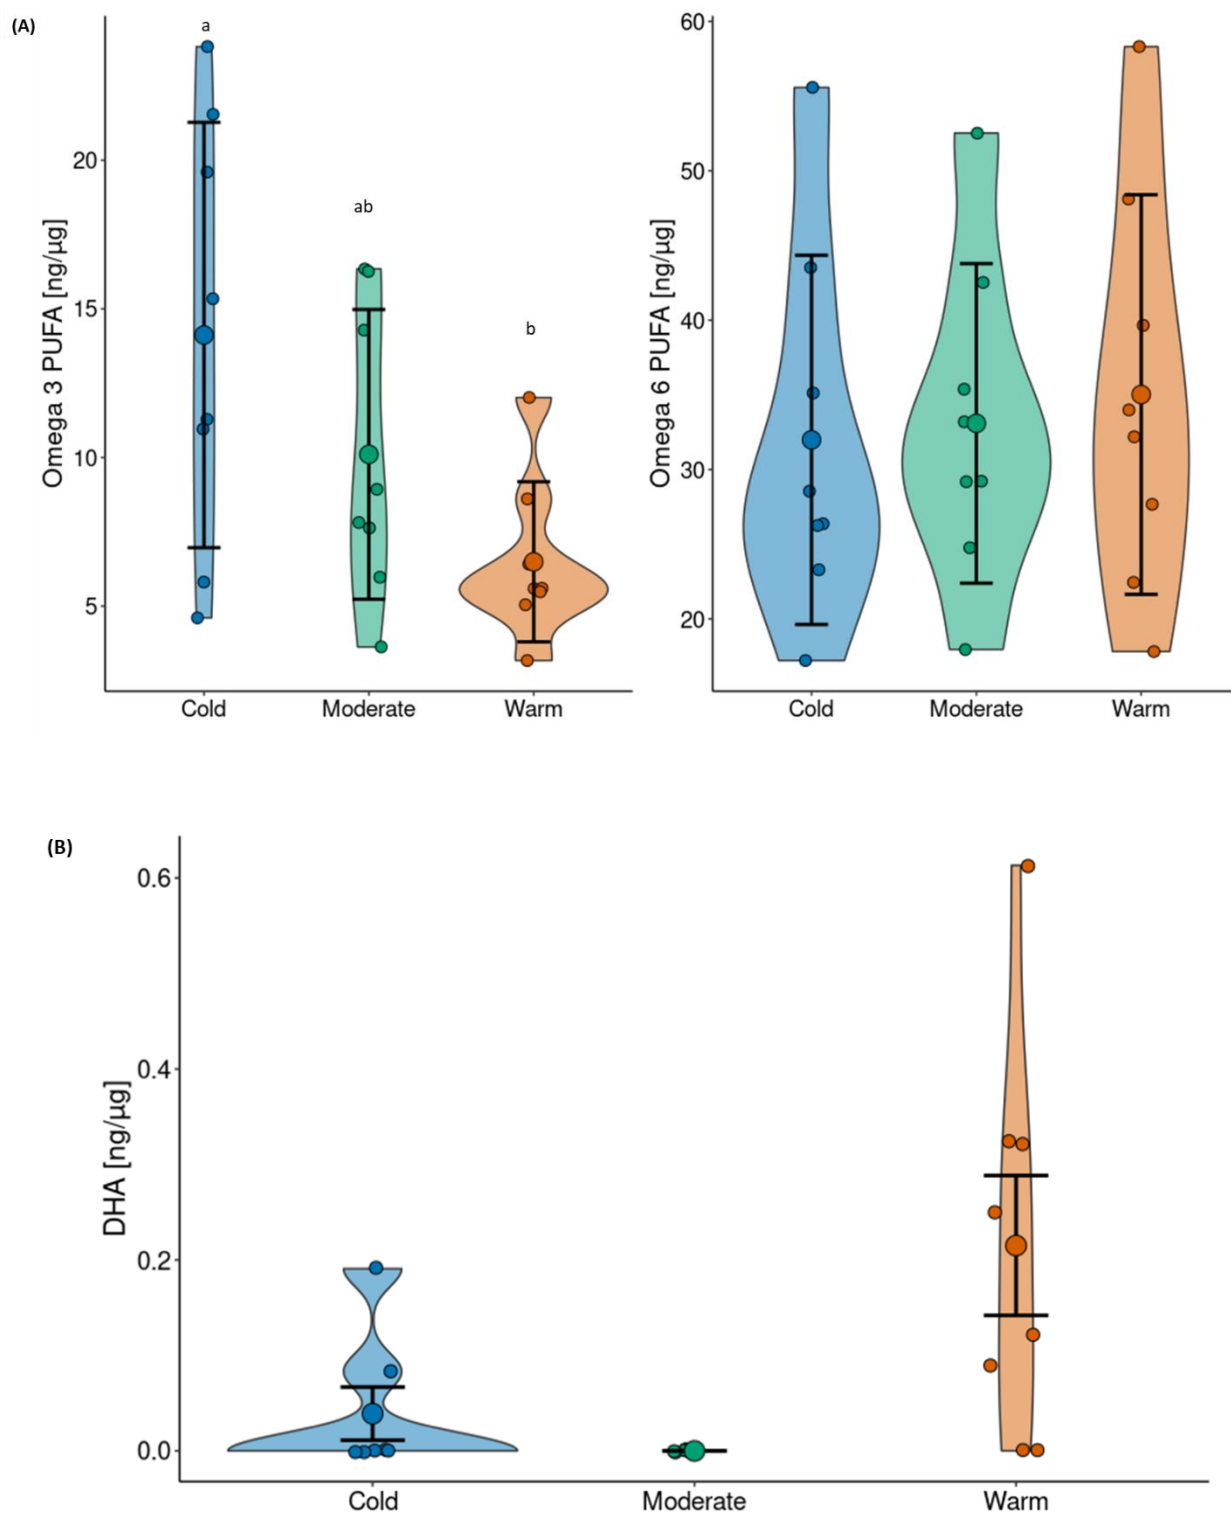

**Figure S1. Amounts of polyunsaturated fatty acid groups in spiderlings according to winter regimes (cold, moderate, warm) (in ng fatty acid by  $\mu\text{g}$  of dry weight per individual) (A) Omega-3 PUFAs (left) and**

Omega-6 PUFAs (right), and **(B)** Docosahexaenoic acid (DHA) a long-chained omega-3-PUFA. Large circles with error bars represent means  $\pm$  s.d. Small circles represent the data points, and the violins represent the distribution of the data. Different lowercase letters indicate significant differences between regimes (Tukey HSD post hoc test after ANOVA).

**Table S3.** Fisher's Exact Test for differentially gene expressed (DGE) data.

|                  | Odds ratio | p-value |
|------------------|------------|---------|
| cold vs moderate | 1.11538    | 0.6121  |
| warm vs cold     | 0.65566    | 0.0068  |
| warm vs moderate | 0.03801    | 0.00001 |

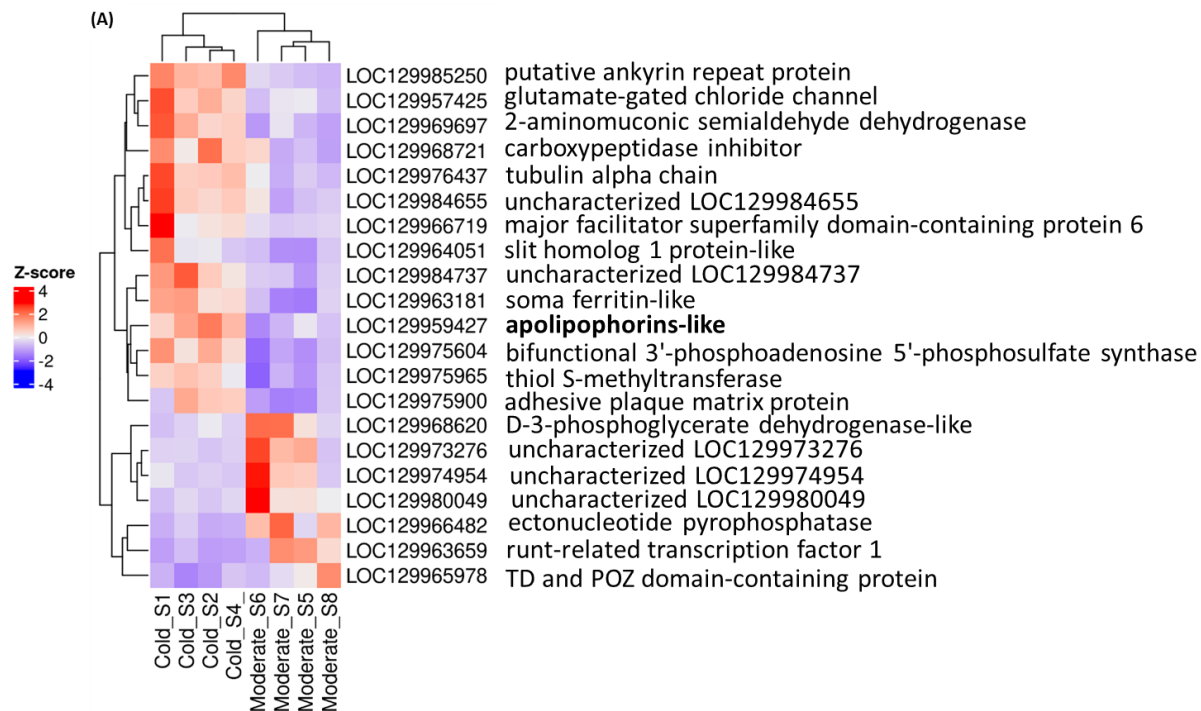

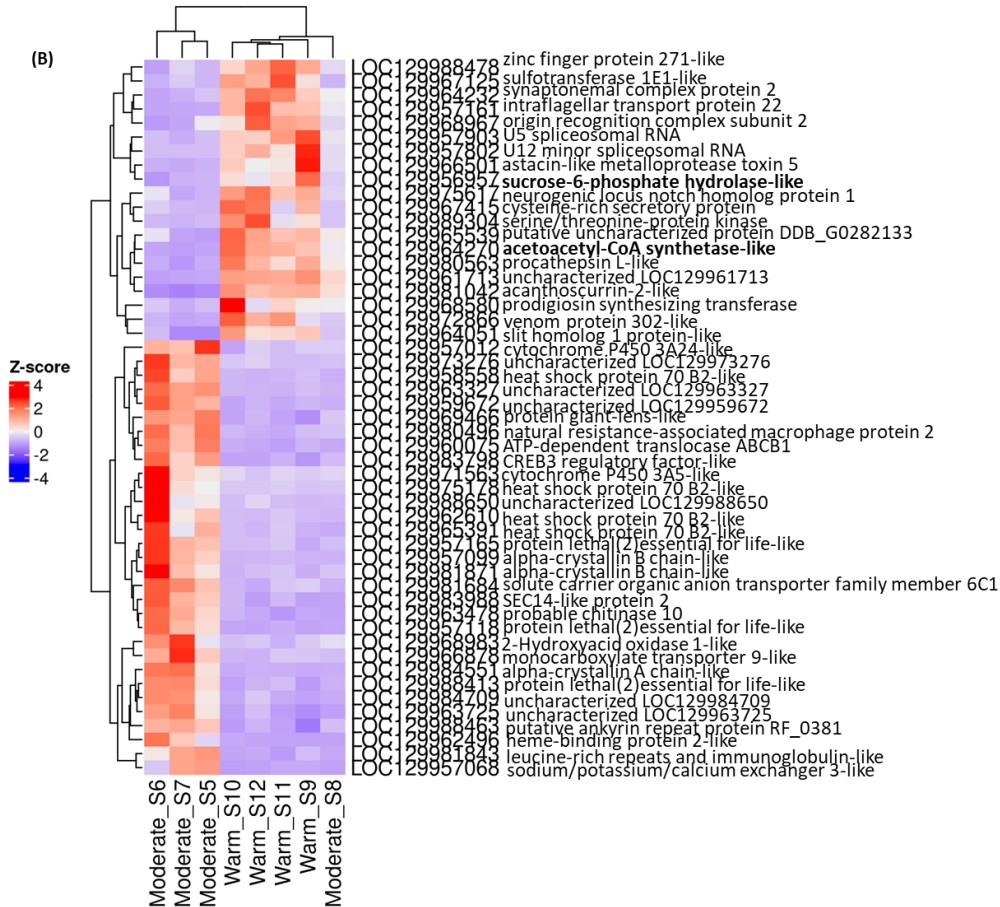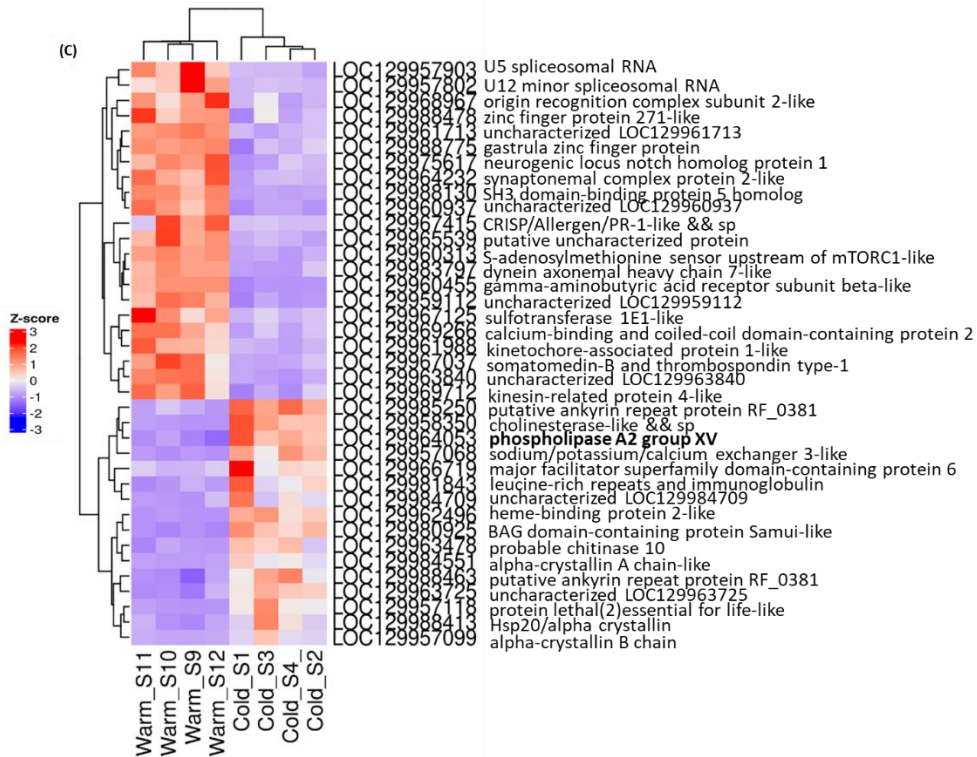

**Figure S2. Heatmaps of normalized gene expression values of significant DEGs ( $-1.5 < FC < 1.5$ ;  $p_{adj} < 0.05$ ). (A) cold vs moderate, (B) warm vs moderate and (C) warm vs cold. The Z-score represents the normalized gene expression value. Red indicates upregulated expression and blue indicates downregulated expression. Columns correspond to samples and the rows to genes.**

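The heatmaps of Figure S2 list 110 pairs of gene and comparison, and their Z-scores compare the samples within a gene and not genes with each other. All 110 pairs had the direction the paper gives in the model of all samples. Past the threshold were 1 of 21 pairs for cold against moderate, 46 of 51 for warm against moderate and 33 of 38 for warm against cold, by edgeR's quasi-likelihood test adjusted over all genes tested; DESeq2's Wald test called all 110. These lists are the paper's own calls on the same counts, so the shared direction is no separate test.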

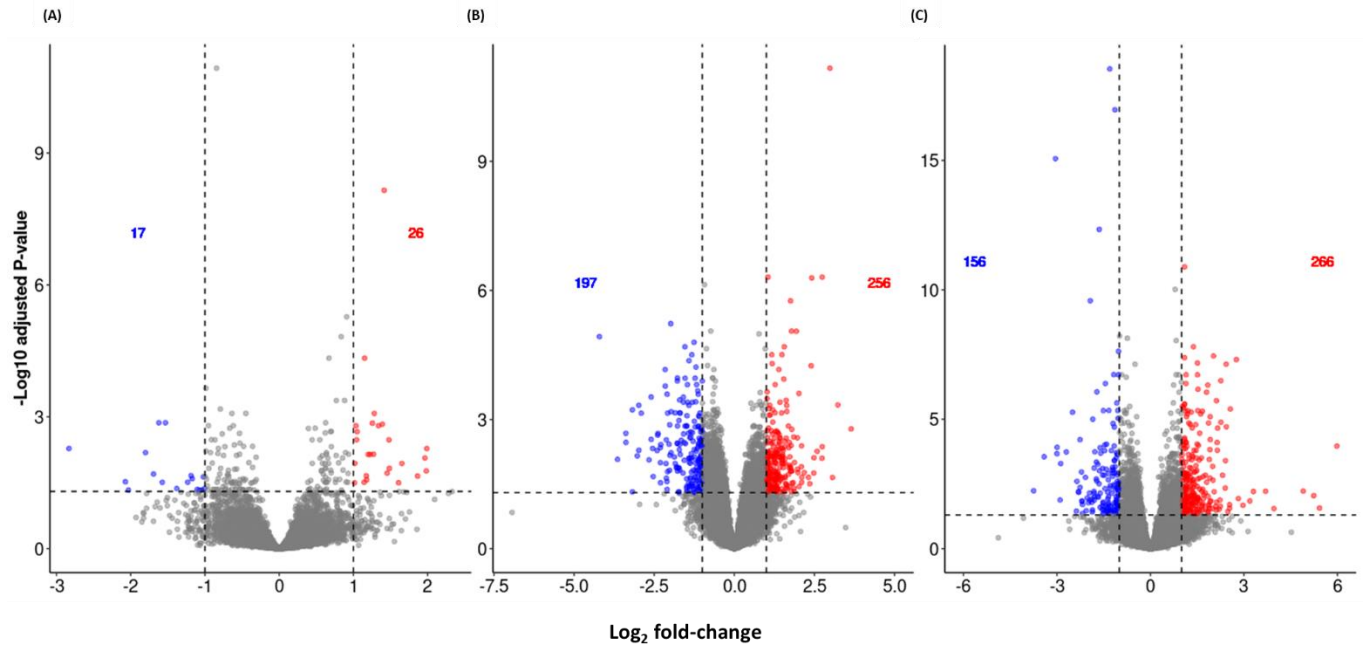

**Figure S3. Volcano plots of significantly DEGs with  $\log_2FC > 1$  and  $\log_2FC < -1$  (A) cold vs moderate, (B) warm vs moderate and (C) warm vs cold. No significant genes are represented in grey. Significantly ( $p_{adj} < 0.05$ ) upregulated genes are shown in red and downregulated genes in blue.**

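A volcano plot sets the log2 fold-change of each gene against the evidence for it, so that genes with large and well supported changes lie in the upper corners. The normalization sets the middle of the log2 fold-changes near 0, so the centre of such a plot is not a measurement.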

**Table S4. Significantly enriched Gene Ontology (GO) categories for differentially expressed genes in the cold, moderate or warm winter treatments at a false detection rate (FDR) of 0.05. # refers to the number of enriched transcripts in the category. BP = Biological processes, MF= Molecular function and CC = cellular component.**

| GO ID      | GO category                                  | Term | #  | Comparison       |
|------------|----------------------------------------------|------|----|------------------|
| GO:0023052 | signaling                                    | BP   | 28 | cold vs moderate |
| GO:0007154 | cell communication                           | BP   | 28 |                  |
| GO:0030258 | lipid modification                           | BP   | 3  |                  |
| GO:0006303 | double-strand break repair via nonhomologous | BP   | 2  |                  |
| GO:0015267 | channel activity                             | MF   | 9  |                  |
| GO:0005200 | structural constituent of cytoskeleton       | MF   | 5  |                  |
| GO:0005254 | chloride channel activity                    | MF   | 4  |                  |
| GO:0099081 | supramolecular polymer                       | CC   | 7  |                  |

|            |                                                 |    |     |                     |
|------------|-------------------------------------------------|----|-----|---------------------|
| GO:0043412 | macromolecule modification                      | BP | 238 |                     |
| GO:0006793 | phosphorus metabolic process                    | BP | 180 |                     |
| GO:0006796 | phosphate-containing compound metabolic process | BP | 179 |                     |
| GO:0048519 | negative regulation of biological process       | BP | 105 |                     |
| GO:0022402 | cell cycle process                              | BP | 65  |                     |
| GO:0042592 | homeostatic process                             | BP | 34  |                     |
| GO:0046486 | glycerolipid metabolic process                  | BP | 29  |                     |
| GO:0042157 | lipoprotein metabolic process                   | BP | 17  |                     |
| GO:0043543 | protein acylation                               | BP | 15  | warm vs<br>moderate |
| GO:0042158 | lipoprotein biosynthetic process                | BP | 13  |                     |
| GO:0016740 | transferase activity                            | MF | 249 |                     |
| GO:0030554 | adenyl nucleotide binding                       | MF | 199 |                     |
| GO:0005524 | ATP binding                                     | MF | 178 |                     |
| GO:0004674 | protein serine/threonine kinase activity        | MF | 40  |                     |
| GO:0032993 | protein-DNA complex                             | CC | 43  |                     |
| GO:0005730 | nucleolus                                       | CC | 23  |                     |
| GO:0051234 | establishment of localization                   | BP | 224 |                     |
| GO:0006810 | transport                                       | BP | 219 |                     |
| GO:0097190 | apoptotic signaling pathway                     | BP | 6   |                     |
| GO:0008233 | peptidase activity                              | MF | 60  |                     |
| GO:0005216 | monoatomic ion channel activity                 | MF | 44  | warm<br>vs cold     |
| GO:0017171 | serine hydrolase activity                       | MF | 19  |                     |
| GO:0015085 | calcium ion transmembrane transporter           | MF | 12  |                     |
| GO:0005262 | calcium channel activity                        | MF | 10  |                     |
| GO:0000030 | mannosyltransferase activity                    | MF | 9   |                     |
| GO:0005739 | mitochondrion                                   | CC | 70  |                     |
| GO:0098797 | plasma membrane protein complex                 | CC | 22  |                     |

**(A)**

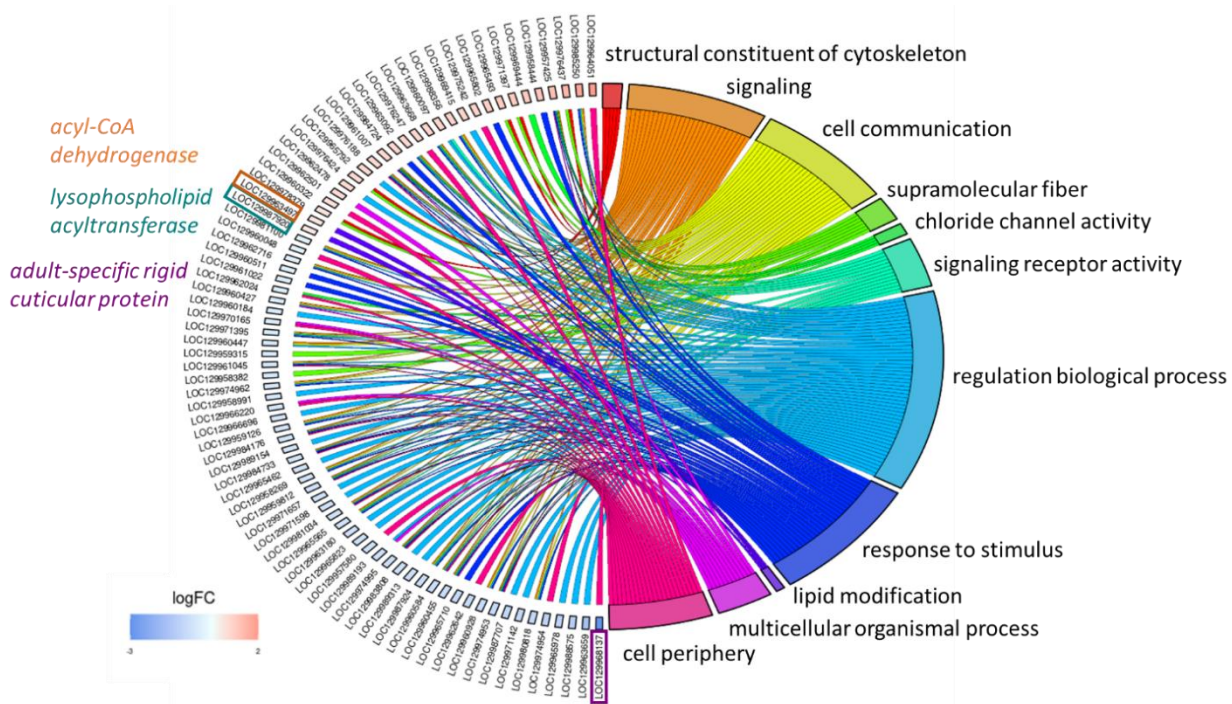

**(B)**

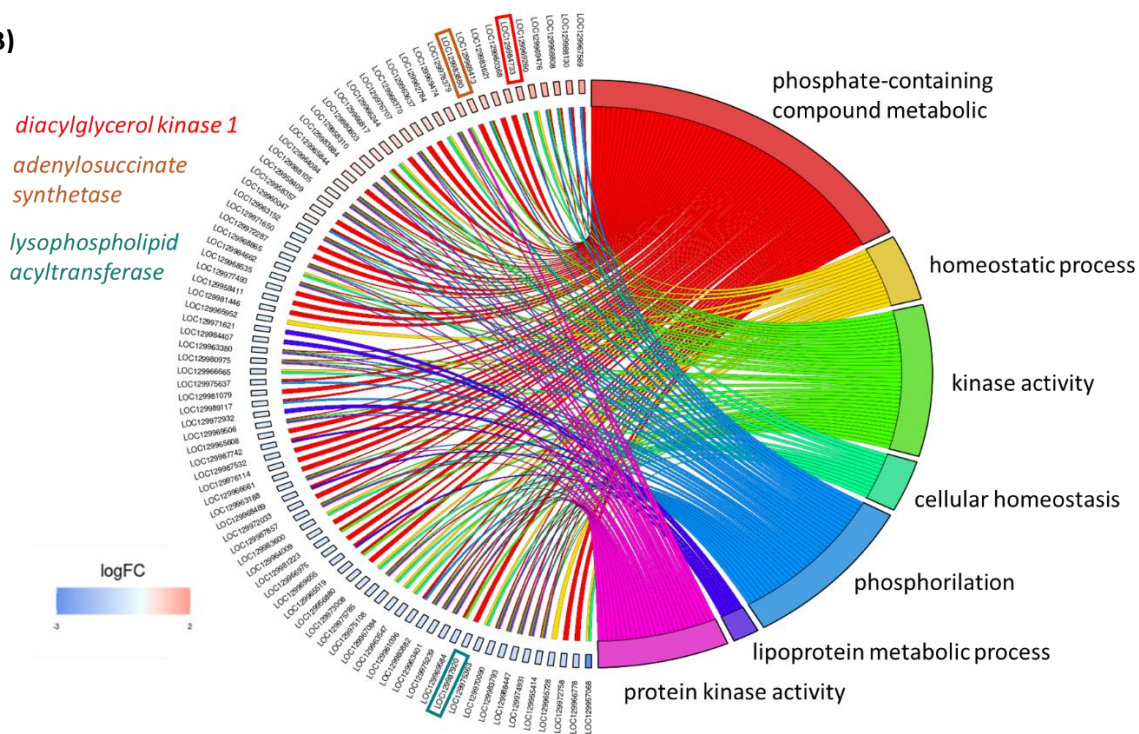

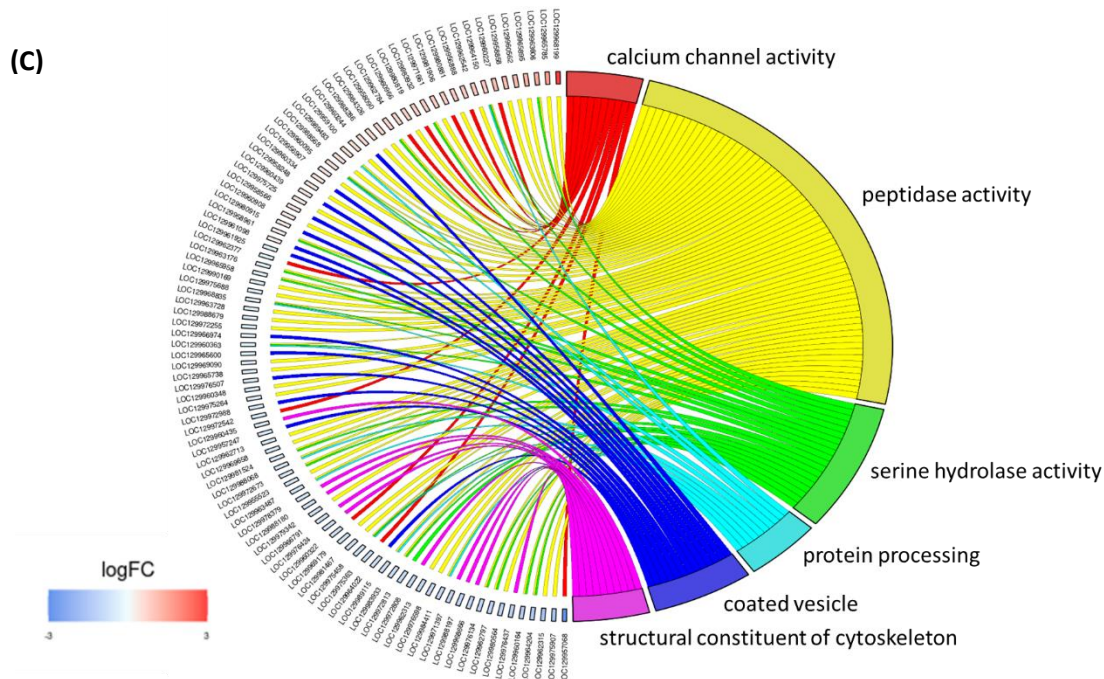

**Figure S4. Gene ontology (GO) terms and associated differentially expressed genes DEGs** ( $p_{adj} < 0.05$ ) for the (A) cold vs moderate, (B) warm vs moderate, and (C) warm vs cold comparisons. The chord plot shows genes (represented by rectangles with associated LOC ID numbers) that belong to selected GO terms (a full list of GO terms can be found in Table S4) using colored ribbons. Genes are colored and ordered based on their log fold-change value, higher positive log fold-change (red hue) means greater expression in the regime. Select DEGs of interest are highlighted based on log fold-change, connectivity with multiple ontologies, and biological relevance.

**Table S5.** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (FDR of 0.1) for differentially expressed genes between regimes in *Argiope bruennichi* (abru) spiderlings. # refers to the number of genes enriched in the pathway. In bold are the significantly enriched pathways (FDR < 0.05).

| Pathway ID | Description                                      | Category   | #  |
|------------|--------------------------------------------------|------------|----|
| abru00270  | Cysteine and methionine metabolism               | Metabolism | 11 |
| abru00130  | <b>Ubiquinone terpenoid-quinone biosynthesis</b> | Metabolism | 5  |
| abru00230  | <b>Purine metabolism</b>                         | Metabolism | 4  |
| abru00260  | Glycine, serine and threonine metabolism         | Metabolism | 8  |
| abru00410  | beta-Alanine metabolism                          | Metabolism | 9  |
| abru00330  | Arginine and proline metabolism                  | Metabolism | 10 |
| abru00052  | <b>Galactose metabolism</b>                      | Metabolism | 11 |
| abru00240  | <b>Pyrimidine metabolism</b>                     | Metabolism | 12 |

|           |                                                  |                    |    |
|-----------|--------------------------------------------------|--------------------|----|
| abru00500 | <b>Starch and sucrose metabolism</b>             | Metabolism         | 12 |
| abru00380 | <b>Tryptophan metabolism</b>                     | Metabolism         | 10 |
| abru01240 | Biosynthesis of cofactors                        | Metabolism         | 26 |
| abru00591 | Linoleic acid metabolism                         | Metabolism         | 8  |
| abru00561 | Glycerolipid metabolism                          | Metabolism         | 14 |
| abru01200 | Carbon metabolism                                | Metabolism         | 22 |
| abru00480 | Glutathione metabolism                           | Metabolism         | 15 |
| abru00564 | Glycerophospholipid metabolism                   | Metabolism         | 19 |
| abru00590 | Arachidonic acid metabolism                      | Metabolism         | 13 |
| abru00760 | <b>Nicotinate and nicotinamide metabolism</b>    | Metabolism         | 7  |
| abru00190 | Oxidative phosphorylation                        | Metabolism         | 17 |
| abru00983 | <b>Drug metabolism - other enzymes</b>           | Metabolism         | 15 |
| abru00982 | Drug metabolism - cytochrome P450                | Metabolism         | 27 |
| abru04142 | Lysosome                                         | Cellular Processes | 35 |
| abru04814 | <b>Motor proteins</b>                            | Cellular Processes | 33 |
| abru04144 | Endocytosis                                      | Cellular Processes | 34 |
| abru04145 | <b>Phagosome</b>                                 | Cellular Processes | 24 |
| abru04137 | <b>Mitophagy – animal</b>                        | Cellular Processes | 22 |
| abru04146 | Peroxisome                                       | Cellular Processes | 18 |
| abru04820 | <b>Cytoskeleton in muscle cells</b>              | Cellular Processes | 16 |
| abru04512 | <b>ECM-receptor interaction</b>                  | Signaling          | 12 |
| abru03030 | <b>DNA replication</b>                           | Processing         | 14 |
| abru03018 | RNA degradation                                  | Processing         | 17 |
| abru03430 | <b>Mismatch repair</b>                           | Processing         | 7  |
| abru04130 | <b>SNARE interactions in vesicular transport</b> | Processing         | 10 |
| abru03013 | Nucleocytoplasmic transport                      | Processing         | 20 |
| abru04141 | Protein processing in endoplasmic reticulum      | Processing         | 38 |
| abru03040 | Spliceosome                                      | Processing         | 32 |
| abru04120 | Ubiquitin mediated proteolysis                   | Processing         | 27 |
| abru04068 | FoxO signaling pathway                           | Processing         | 21 |
| abru04150 | mTOR signaling pathway                           | Processing         | 24 |

---

How the deposited data were processed for this re-analysis (not part of the article)

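Gene expression was measured by RNA-Seq in pools of 15 spiderlings of Argiope bruennichi, with 4 pools from each of the 3 winter regimes (cold, moderate and warm) after 3 months of exposure. The authors depleted ribosomal RNA, prepared directional libraries, mapped the reads to the genome of the species with STAR in 2-pass mode and otherwise default settings, and counted them per gene with featureCounts. The deposited values are raw counts per gene, which the authors left without normalization or filtering. The options used in counting for strand and for reads that map to several genes are not named in the paper's text.

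Samples were assigned to regimes and replicates by their labels. All 12 sample columns were used, and 0 columns were left out. Of 37459 genes, 2 had no values and were not analysed. Counts per sample summed to between 10800714 and 16081111, and genes that passed the filter held 99.9% of them in each sample. At this depth the spread between pools was larger than counting error in each pair of replicates, so the number of pools limited the precision more than the depth did.

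Counts were normalized by edgeR's TMM method and filtered with its filterByExpr function (minimum count of 10), and were tested in edgeR 4.0.16 under R 4.3.3 with the quasi-likelihood functions glmQLFit and glmQLFTest. One model held all samples, with regime as the only factor, and the contrasts were cold against moderate, warm against moderate and warm against cold. Genes were called DEGs at a Benjamini-Hochberg adjusted p under 0.05, and a 2-fold change was a log2 fold-change of at least 1 in either direction. Standard errors were derived from the log2 fold-change and the F statistic, and are approximate. Principal components and distances between samples used variance stabilized counts from DESeq2 1.42.0, with the 500 most variable genes for the components. Normalized counts of the genes in Figure 4C were compared by exact permutation tests, and lists of DEGs by Fisher's exact test.

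The test functions were tested on simulated data, with counts drawn from the means and library sizes of the real samples. In the warm samples 200 genes were changed by known amounts, each at least 2-fold up or down. Smaller changes and changes between cold and moderate were not simulated, so the recovery of these was not measured. At the dispersions estimated from the data, edgeR's quasi-likelihood test recovered 76% of the changed genes among 13938 genes tested in warm against moderate and 78% in warm against cold, with 10 and 4 unchanged genes called. DESeq2's Wald test recovered 79% among 13783 genes tested and 81.5%, with 31 and 22 unchanged genes called. Limma's voom method with sample weights recovered 75% and 77%, with 13 and 3 unchanged genes called. With dispersions multiplied by 0.5, edgeR recovered 90.5% and 91%, with 4 unchanged genes called in each contrast. At these lower dispersions DESeq2 recovered 90% and 90.5%, with 14 and 25 unchanged genes called, and limma's voom method with sample weights 88% and 89.5%, with 4 in each. In cold against moderate, where nothing was changed, DESeq2 called 1 gene and, at the lower dispersions, 8, and the other tools called 0. The lower dispersions were added after the first run of this test. In these data no simulated sample lay apart from its own regime.

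The sample assignment, the tests of the contrasts, of shared DEGs, of the spread and of the genes in Figure 4C, the genes to be named and the alternatives were set before the data were examined, apart from an adjusted p under 0.1, which was chosen after seeing the data. The other tests, among them those of the components, of the share of genes called, of gene types and of explanations, were chosen later, some of them only after the result was seen. Genes are named if the paper names them in its text, Table 1 or Figure S2, or if they are among the 2 largest rises or the 2 largest falls of a contrast among DEGs whose regimes do not overlap and whose mean normalized count is at least 10. Alternatives were the size factors of DESeq2 and upper-quartile normalization in edgeR, other filters on low counts, DESeq2's Wald test, fits on only the regimes compared, limma 3.58.1 with voom and sample weights, the replicate number as a block, counts thinned to the smallest library, protein-coding genes only, a correction for gene length, and each sample left out in turn. Replicate numbers come from the labels and belong to separate pools, with no stated pairing.

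Gene positions and types were taken from the annotation of assembly qqArgBrue1.1, in which all 20591 genes listed by a LOC identifier were found. Gene names are those the paper gives. Exon lengths, GC content, product names and pathway terms of genes were not used here, so that TPM values, GC correction, groups of genes by product name and the GO and KEGG enrichments were not computed. Survival, fat content and fatty acids were not analysed here. The values of some genes listed in Table 1 are not reported here.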

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

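For the values that lie apart from their own regime, the test of overlapping genes was chosen only after the values were seen.

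The total count of cold replicate 1 was 16081111, against 13407805 to 13615959 in the other cold samples, which sets it apart from its group. The normalization removes differences in total. No biological explanation was tested for it.

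Single genes had 1 sample far from the others of its regime in 9 further cases, in normalized counts. In the cold regime, tubulin alpha chain was at 337 in replicate 1 (182.9 to 207 in the others), alpha-crystallin B chain-like at 352 in replicate 3 (232 to 251), LOC129989304 at 312 in replicate 2 (61.5 to 70.0) and LOC129981840 at 72.4 in replicate 4 (50.3 to 53.3). In the moderate regime, nose-resistant fluoxetine was at 384 in replicate 3 (277 to 293), LOC129958196 at 239 in replicate 2 (24.9 to 49.1), and replicate 4 stood apart in acetoacetyl-CoA synthetase at 536 (33.0 to 78.9) and in the low-density lipoprotein receptor at 287 (215 to 222). In the warm regime, LOC129976206 was at 5.79 in replicate 2 (17.5 to 18.8). Among the 123 groups of samples checked, 10 such values were found where 6.15 are given by chance, so a large part of them is what chance gives.

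Counting noise was tested against the nearest other sample of the regime, and 0 of the 9 outlying counts lay within its 95% Poisson interval. The genes were picked for such values, so this test does not settle whether counting noise adds to them. With all samples thinned to the smallest library, 5 of the 9 genes were still past the critical value, so a difference in depth does not account for these 5. Of the other 4 genes, alpha-crystallin B chain-like and LOC129981840 stood apart in cold replicates 3 and 4, whose total counts of 13407805 and 13615959 lie close to that of cold replicate 2 (13482591), and the low-density lipoprotein receptor in moderate replicate 4, whose total of 12351682 lies between those of the other moderate samples, so depth does not set these samples apart. Tubulin alpha chain had 404 counts before normalization in cold replicate 1 and 174 to 209 in the other cold samples, a larger difference than that of the total counts, so depth does not account for it either. Reads shared with an overlapping gene were not an explanation, as 0 of the 9 genes overlap another annotated gene. Reads shared between near-identical copies were not tested. Both genes in which moderate replicate 4 stood apart were higher in warm than in moderate, and in both its value lay toward the warm samples. No biological explanation was tested for the single values, and the egg sacs and mothers of the pools are not stated.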

How the results depend on the processing

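The test of the spread added by moderate replicate 4 was chosen only after the result was seen, as was the alternative of an adjusted p under 0.1.

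The numbers of DEGs depended on the tool and on single samples more than on the filter. With the size factors of DESeq2 in edgeR, at least 10 counts in every sample, a mean of at least 1 CPM, thinning or protein-coding genes only, the numbers stayed within 1.5 times those given, at 2 DEGs for cold against moderate, 461 to 633 for warm against moderate and 676 to 790 for warm against cold. Where a number left that range the cause was not tested, except for moderate replicate 4 below.

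Upper-quartile normalization gave 5 DEGs for cold against moderate, 95 for warm against moderate (46 upregulated and 49 downregulated, against 192 and 381) and 57 of these at least 2-fold. For warm against cold it gave 739, of which 435 were upregulated and 304 downregulated, against 380 and 389. It left 5 DEGs shared by cold against moderate and warm against cold, 51 shared by the contrasts with warm, and 52 pairs of Figure S2 past the threshold. Without a count filter there were 5 DEGs for cold against moderate, 2 of them at least 2-fold, with 1 shared with warm against moderate and 4 with warm against cold. A correction for gene length, by genomic span, gave 5 DEGs for cold against moderate. It left 1 DEG shared by the contrasts with moderate, 5 by those with cold and 1 by all, against 0, 2 and 0.

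With DESeq2's Wald test on all samples there were 189, 2216 and 1731 DEGs for cold against moderate, warm against moderate and warm against cold, and 47, 450 and 425 at least 2-fold. It left 56 shared by the contrasts with moderate, 88 by those with cold, 811 by those with warm, and 8 by all. Fitted on only the regimes compared, it gave 99, 981 and 3677 DEGs, 32, 331 and 563 at least 2-fold, 18, 63 and 701 shared in the same order, and 3 shared by all. EdgeR fitted on only the regimes compared gave 0 DEGs for cold against moderate (1228 genes at an unadjusted p under 0.05), 0 for warm against moderate (3234) and 3272 for warm against cold, of which 491 were at least 2-fold; 0 were shared, and 12 pairs of Table 1 and 38 of Figure S2 were past the threshold.

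Limma's voom method with sample weights gave 804, 5096 and 3727 DEGs, and 135, 938 and 557 at least 2-fold. Of the 5096, 2493 were upregulated and 2603 downregulated. It left 552, 244 and 2637 shared in the same order and 86 shared by all, and all 32 pairs of Table 1 were past the threshold. Under it the log2 fold-change of quinone oxidoreductases in warm against moderate was reversed in sign, at 0.0338 against -0.0555, neither past the threshold.

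With the replicate number as a block there were 0 DEGs for cold against moderate (1611 at an unadjusted p under 0.05), 14 for warm against moderate (9 upregulated and 5 downregulated) and 472 for warm against cold, with 0 and 12 at least 2-fold in the contrasts with moderate. The block left 0 DEGs shared by the contrasts with cold and 11 by those with warm, and 11 pairs of Table 1 and 35 of Figure S2 past the threshold. Deviations from the regime mean correlated across genes at a mean of 0.036 over the 12 pairs of samples with the same number. Over the 36 pairs with different numbers the mean was -0.0121. Deviations cancel out within a regime, which ties these means to each other, and no test was run on them. The correlations ranged from -0.0742 to 0.121 and from -0.135 to 0.141, so pairing by number was not apparent but cannot be ruled out.

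At an adjusted p under 0.1, chosen after seeing the data, there were 6, 2522 and 1811 DEGs, 2, 495 and 444 at least 2-fold, 2, 5 and 914 shared in the same order, and 1 shared by all. Many adjusted p-values of warm against moderate thus lie just above 0.05.

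Across the fits that each left out 1 sample, DEGs ranged from 0 to 650 for cold against moderate, from 0 to 4419 for warm against moderate and from 115 to 2237 for warm against cold. DEGs at least 2-fold ranged from 0 to 147, from 0 to 1139 and from 68 to 466. Shared DEGs ranged from 0 to 553 for the contrasts with moderate, from 0 to 142 for those with cold, from 0 to 1690 for those with warm and from 0 to 94 for all. Pairs past the threshold ranged from 7 to 28 for Table 1 and from 16 to 103 for Figure S2. The highest values came without moderate replicate 4, and the fits without another sample gave at most 21, 6 and 1865 DEGs. The 573 DEGs of warm against moderate were all kept without that sample.

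PC1 took up 41.5% of the variance and PC2 15.7% with all genes tested, and 37.5% and 12.9% with log2 CPM. With each sample left out, PC1 ranged from 45.5% to 52.8% and PC2 from 11.3% to 13.5%. The ratio of the spread in the moderate regime to that in the others stayed between 1.30 and 1.74 under all alternatives run, with exact permutation p-values between 0.00606 and 0.0303. These p-values are approximate too, since the distances within a regime share its mean. With the size factors of DESeq2, 13 of the 18 comparisons of Figure 4C had an adjusted p under 0.05, against 12. With samples left out, these genes were compared by the difference in mean normalized counts only, without a test.

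Among 48 pairs of gene and contrast named in the text, 28 were past the threshold. With DESeq2's Wald test on all samples 41 were, with 13 stronger and none weaker, and without moderate replicate 4 the number was again 41. Leaving out another sample called between 11 and 19. Besides quinone oxidoreductases, no log2 fold-change of these pairs changed sign under the alternatives run on them. Thinning to the smallest library gave 2, 484 and 676 DEGs, against 2, 573 and 769. Thinning only lowers the depth, so it cannot tell whether more reads would add DEGs. The groups of genes by product name, a filter on TPM and a correction for GC content were not run.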

Differences from the paper's values

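The paper reports 189 DEGs for cold against moderate, 88 upregulated DEGs and 101 downregulated DEGs, with 69 unique, where edgeR's quasi-likelihood test gave 2, 1, 1 and 0 (1685 genes at an unadjusted p under 0.05). The paper's methods name DESeq2 as its tool, and the Wald test of DESeq2 on all samples gave 189, 93, 96 and 53. Of the other alternatives set before the data were examined, DESeq2 on only the regimes compared came within 1.5 times the paper's value for upregulated DEGs (59), and limma's voom method with sample weights (94) and the fit without moderate replicate 4 (49) for unique DEGs. The rest did not.

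For warm against moderate the paper reports 2219 DEGs, 888 upregulated DEGs and 1331 downregulated DEGs, with 1389 unique, against 573, 192, 381 and 367. The Wald test of DESeq2 on all samples gave 2216, 887, 1329 and 1357. Limma's voom method with sample weights came within the range for unique DEGs (1993), and none of the other alternatives set before the data were examined closed a gap. An adjusted p under 0.1 in edgeR, chosen after seeing the values, gave 2522 DEGs.

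For warm against cold the paper reports 1691 DEGs, 871 upregulated DEGs and 820 downregulated DEGs, against 769, 380 and 389. From DESeq2 on all samples came 1731, 884 and 847. The fits without moderate replicate 2 (1865, 896 and 969) and without moderate replicate 4 (2237, 1117 and 1120) also closed these gaps, and the other alternatives set before the data were examined did not. An adjusted p under 0.1, chosen after seeing the values, gave 1811 DEGs.

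The paper reports 8 DEGs common to all comparisons, against 0, and 4096 DEGs over the comparisons, against 1344 calls. These were 8 and 4136 with DESeq2's Wald test on all samples. For the calls, DESeq2 (4757) and edgeR (3272) on only the regimes compared were also within 1.5 times, as was an adjusted p under 0.1 (4339), which was chosen after seeing the values. The totals of the fits on only the regimes compared hide a different split over the contrasts. EdgeR's calls were 0 for cold against moderate, 0 for warm against moderate and 3272 for warm against cold. DESeq2's were 99, 981 and 3677 in the same order. None of the other alternatives closed these gaps.

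At a 2-fold change in warm against cold the paper reports 266 upregulated and 156 downregulated genes, against 156 and 97. The Wald test of DESeq2 gave 266 and 159 on all samples and 366 and 197 on the regimes compared. EdgeR on the regimes compared (308 and 183), limma's voom method with sample weights (360 and 197) and the fits without moderate replicate 2 (250.0 and 149) and without moderate replicate 4 (293 and 173) also closed both gaps, and upper-quartile normalization (183) the first. The others set before the data were examined did not. For cold against moderate, Fig. S3 shows about 26 upregulated and about 17 downregulated genes, read by eye, against 1 and 0. With DESeq2 there were 31 and 16 on all samples and 23 upregulated on the regimes compared. None of the other alternatives closed these gaps.

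The paper states that acetoacetyl-CoA synthetase was high in cold relative to moderate. Its log2 fold-change was 0.91 with an adjusted p of 0.591 in edgeR's quasi-likelihood test and of 0.658 in DESeq2's Wald test. It was past the threshold under limma's voom method with sample weights (log2 fold-change of 1.98, limma's adjusted p = 0.0363) and in edgeR's quasi-likelihood test without moderate replicate 4 (2.44, Benjamini-Hochberg adjusted p = 0.0116), with adjusted p-values up to 0.811 over the alternatives. Of the 32 pairs in Table 1, 21 were past the threshold in edgeR's test, 31 in DESeq2's Wald test on all samples and 32 under limma's voom method with sample weights, and all had the paper's direction. Figure S2 had 80 of 110 pairs past the threshold in edgeR's test and 110 in DESeq2's Wald test.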

Other observations

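The tests of a mislabelled sample, of the 10 highest genes and of the spread added by moderate replicate 4 were chosen only after the result was seen.

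Moderate replicate 4 lay with the warm samples, and its nearest sample was warm replicate 4. The paper reports that 1 moderate sample clusters with the warm regime. A mislabelled sample is a candidate explanation: its mean distance to the warm samples was 0.977 times the largest mean distance of a warm sample to the other warm samples, so it could not be told from a warm sample by distance. A mixture of pools was tested by its position between the other moderate samples (0) and the warm samples (1) over genes that differ at least 2-fold. Its median position was 0.909, outside the range of 0.2 to 0.8 set for a mixture, while moderate replicates 1, 2 and 3, each placed in the same way, were at 0.0577, -0.0818 and 0.0537. Library size was not an explanation, as after thinning its distance to warm was 0.575 times that to the other moderate samples. Its median log2 level of genes on the X chromosomes relative to autosomes was 0.0560, above the other moderate samples (-0.107 to 0.0499) and within the range of the warm samples (0.0523 to 0.114). Moderate replicate 2 was close to it in this level (0.0499) and in the share of counts on these genes (12.5% against 12.4%) but lay farthest from the warm samples, at a mean distance of 80.2, so such a level does not by itself place a sample with the warm regime. The sex ratio of the pools was not measured. Its 10 highest genes held 6.50% of its counts, within the range of the others. Each warm sample was nearer to the other warm samples (mean distances of 35.1 to 37.8) than to the moderate samples (57.4 to 60.2), which goes against an exchange of labels with a warm sample. Warm spiderlings under a moderate label, without such an exchange, and a real difference between pools of one regime cannot be told apart with these data, and the sample was kept as labelled throughout.

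The few DEGs between cold and moderate may be due in part to the spread that moderate replicate 4 adds, since 650 DEGs were found without it and at most 21 without any other sample. This sample was singled out by its values, so the larger number is no estimate of the effect of the cold regime.

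Other splits of the 8 samples of each contrast were tested, among those that part each pair of samples with the same number. For cold against moderate 1 of 8 such splits gave at least 2 DEGs, the real one. For warm against moderate 2 of 8 gave at least 573 DEGs, the other one being the split that exchanges moderate replicate 4 and warm replicate 4, with 699. For warm against cold 1 of 8 gave at least 769, the real one. With 8 splits the share cannot fall below 0.125. Since no pairing by number is stated, 22 splits drawn from those that part fewer pairs were counted as well. Over these 30 splits the real one alone gave as many DEGs in cold against moderate (1 of 30) and in warm against cold (1 of 30). In warm against moderate 3 of 30 did, the third being the split that exchanges moderate replicate 4 and warm replicate 1, with 815.

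The share of counts on small nuclear RNA genes was 0.641% ± 0.106 (SD, n = 4) in cold, 0.707% ± 0.159 (SD, n = 4) in moderate and 0.928% ± 0.0440 (SD, n = 4) in warm. It was higher in each warm sample than in each cold sample (exact permutation test, two-sided, p = 0.0286, the smallest possible; adjusted p = 0.0857 over 18 tests), and so does not pass the correction. The same p and adjusted p were found for the shares of small nucleolar RNA (higher in warm), protein-coding (lower in warm) and long non-coding RNA genes (higher in warm) in warm against cold, and for protein-coding (higher in cold) and long non-coding RNA genes (lower in cold) in cold against moderate. The shares of one sample sum to the whole, so these tests are not independent. Of the counts on small nuclear RNA genes 61.5% fell on LOC129973103. Without that gene the lowest warm share was 1.49 times the highest cold share, so this gene alone does not explain the difference. The share of counts on ribosomal RNA genes did not differ between warm and cold (exact permutation test, two-sided, p = 0.171, adjusted p = 0.309). These genes held only 8 to 56 counts per sample, too few to tell how ribosomal depletion acted. Library preparation was not tested, so a technical source remains open.

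Genes on the X chromosomes held 12.4% to 12.9% of the counts in warm and 11.2% to 11.8% in cold. The median log2 level of these genes relative to autosomes was higher in each warm sample than in each cold sample, by at least 0.0986, so the difference does not rest on a few genes with many counts. Sex was not given for the spiderlings, and a different sex ratio of the pools in warm could not be told apart from an effect of temperature or of the cabinet.

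A shared response of cold and warm to their larger daily temperature amplitude would move both the same way from moderate. Changes of cold and warm, each taken from a separate pair of moderate samples, correlated positively across genes in 3 of 6 allocations of the pairs, with r from -0.178 to 0.303. Genes are not independent replicates. The 3 positive values (0.271 to 0.303) were those with moderate replicate 4 in the pair set against warm, and the 3 negative values (-0.178 to -0.0455) those with it in the pair set against cold. The sign thus followed the place of this sample, and whether there is a shared response cannot be told from this test.

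The 10 heat shock genes of Table 1 and Figure S2 were higher in moderate replicate 2 than in moderate replicates 1 and 3 together for 10 of 10 genes, with a median log2 ratio of 1.03. This median was at percentile 100 of 10000 random lists matched on mean expression. The random lists had a median of 0.000214, so a shift of equal size in all genes does not account for the value of 1.03. The paper chose these genes for their difference between regimes, so the percentile is a description of this library. A shift limited to genes that vary between regimes was not tested.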
